# Stroke and myocardial infarction induce neutrophil extracellular trap release disrupting lymphoid organ structure and immunoglobulin secretion

**DOI:** 10.1038/s44161-024-00462-8

**Published:** 2024-04-23

**Authors:** Ali A. Tuz, Susmita Ghosh, Laura Karsch, Dimitris Ttoouli, Sai P. Sata, Özgür Ulusoy, Andreas Kraus, Nils Hoerenbaum, Jan-Niklas Wolf, Sabrina Lohmann, Franziska Zwirnlein, Viola Kaygusuz, Vivian Lakovic, Hannah-Lea Tummes, Alexander Beer, Markus Gallert, Stephanie Thiebes, Altea Qefalia, Zülal Cibir, Medina Antler, Sebastian Korste, Elias Haj Yehia, Lars Michel, Tienush Rassaf, Britta Kaltwasser, Hossam Abdelrahman, Ayan Mohamud Yusuf, Chen Wang, Dongpei Yin, Lars Haeusler, Smiths Lueong, Mathis Richter, Daniel R. Engel, Martin Stenzel, Oliver Soehnlein, Benedikt Frank, Mialitiana Solo-Nomenjanahary, Benoît Ho-Tin-Noé, Jens T. Siveke, Matthias Totzeck, Daniel Hoffmann, Anika Grüneboom, Nina Hagemann, Anja Hasenberg, Jean-Philippe Desilles, Mikael Mazighi, Albert Sickmann, Jianxu Chen, Dirk M. Hermann, Matthias Gunzer, Vikramjeet Singh

**Keywords:** Plasma cells, Neutrophils

## Abstract

Post-injury dysfunction of humoral immunity accounts for infections and poor outcomes in cardiovascular diseases. Among immunoglobulins (Ig), IgA, the most abundant mucosal antibody, is produced by plasma B cells in intestinal Peyer’s patches (PP) and lamina propria. Here we show that patients with stroke and myocardial ischemia (MI) had strongly reduced IgA blood levels. This was phenocopied in experimental mouse models where decreased plasma and fecal IgA were accompanied by rapid loss of IgA-producing plasma cells in PP and lamina propria. Reduced plasma IgG was detectable in patients and experimental mice 3–10 d after injury. Stroke/MI triggered the release of neutrophil extracellular traps (NETs). Depletion of neutrophils, NET degradation or blockade of NET release inhibited the loss of IgA^+^ cells and circulating IgA in experimental stroke and MI and in patients with stroke. Our results unveil how tissue-injury-triggered systemic NET release disrupts physiological Ig secretion and how this can be inhibited in patients.

## Abstract (web summary)

Tuz et al. report that stroke and myocardial infarction induce the release of neutrophil extracellular traps (NETs), triggering the loss of B cells and a decrease in immunoglobulin A secretion, and that inhibition of NETs prevents the loss of immunoglobulin A in mice and in patients with stroke.

## Main

Ischemic stroke and myocardial infarction (MI) are life-threatening disorders with revascularization as the only therapeutic option^1^. Systemic immune dysfunction and infections are major complications in these disorders and are associated with poor clinical outcome^2^. Still, definite mechanisms and targeted therapies to rebalance post-injury immune defects do not exist. Tissue injury can trigger apoptosis of systemic lymphocytes, and the resulting immunosuppression can make patients vulnerable to microbial invasion, especially at mucosal barriers^3,4^. Intestinal B cells are the major source of immunoglobulin A (IgA)-producing plasma cells and play a fundamental role in the protection of mucosal barriers. Peyer’s patches (PP), which are central structures of gut-associated lymphoid tissues, contain substantial numbers of IgA-switched B cells that later migrate to the lamina propria (LP) and secrete IgA^5^. IgA is the most abundant secreted isotype at mucosal surfaces with a shorter half-life (<1 d) compared to IgG (3–7 d)^6^. Both IgA and IgG can bind to microbes and inhibit their invasion of epithelial cells^7^. Under homeostatic conditions, the generation of IgA-producing plasma cells occurs in the germinal centers (GCs) of PP and requires complex interactions among B cells, antigen-presenting cells and helper T cells^8^. At homeostasis, the constant exposure of PP to commensal microflora or food antigens also induces tolerance in immune cells, thus inhibiting unwanted inflammation and autoimmunity^9^. Patients with ischemic stroke have decreased humoral immunity and, thus, are at higher risk for bacterial infections^10^. Indeed, infections are a major reason for high mortality after stroke^11^. However, despite the important role of B cells in mucosal barrier defense and immune homeostasis, the effects of vascular disorders, such as stroke and MI, on intestinal B cells remain largely unexplored.

In the present study, we used experimental mouse models of ischemic stroke and MI and blood samples from patients with ischemic stroke and MI to identify the influence of these sterile inflammatory conditions on intestinal B and T cell numbers and circulating Ig levels. First, we detected strongly decreased circulating Ig levels in patients with stroke and MI and experimental animals. Using multiple molecular analyses and advanced imaging, we then found that the release of neutrophil extracellular traps (NETs) triggers a rapid and long-lasting loss of intestinal B and T cells, including Ig-producing plasma cells, which provides a rational explanation for the reduced amounts of circulating Ig. We also show that the degradation of NETs with DNase-I therapy inhibited the loss of circulating IgA in experimental mouse models and in patients with stroke.

## Ischemic stroke and MI reduce the volumes of PP and the levels of systemic Ig

To determine the amounts of circulating Ig in patients with stroke, we analyzed their plasma samples by immunoassay and revealed a substantial reduction in the circulating amounts of IgA but not IgG within 72 h of hospital admission compared to healthy controls (Fig. 1a and Extended Data Fig. 1a). However, further analysis of a distinct cohort of patients with stroke also showed a delayed (4–10 d after injury) decrease in the amounts of plasma IgG (Extended Data Fig. 1a).

**Fig. 1:**
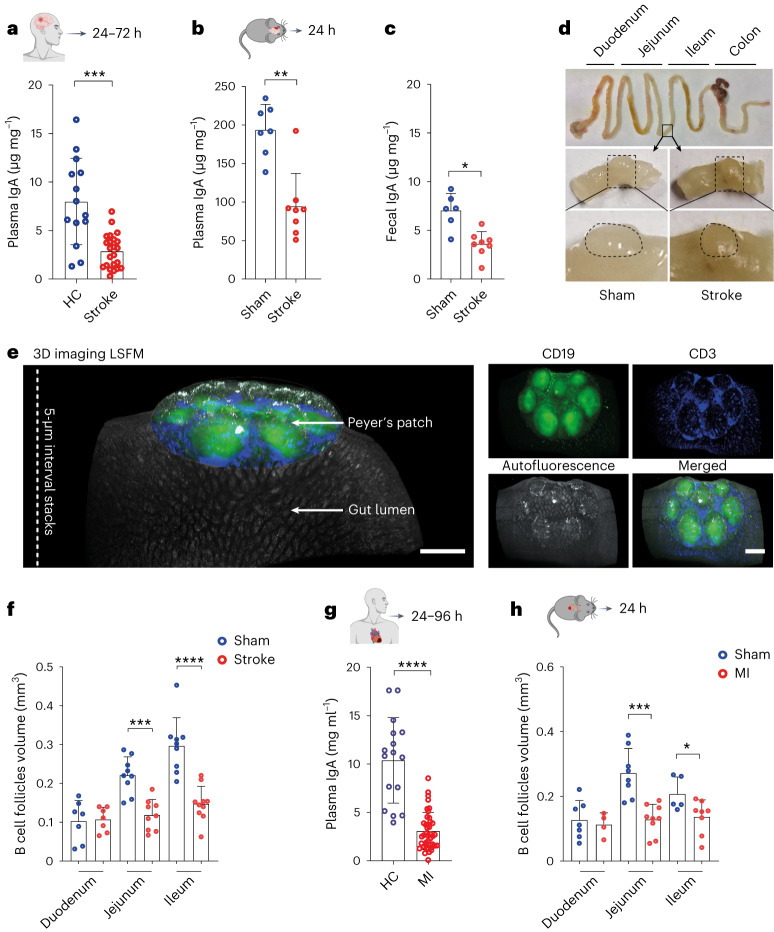
Ischemic stroke and MI reduce plasma IgA levels and B cell follicle volumes in PP. **a**, Concentrations of plasma IgA in patients with stroke and in healthy controls measured by ELISA (*n* = 14−23 per group, *P* = 0.0002). **b**,**c**, Concentrations of plasma IgA and fecal IgA in sham and stroke mice measured by ELISA (*n* = 6−8 per group, **P = 0.037, *P = 0.0053). **d**, Macroscopic overview of the mouse GI tract with the demarcation of PP 1 d after sham surgery or stroke. **e**, Fluorescence images after 3D reconstruction of stained PP showing the position of PP in the small intestine that were whole-mount stained with anti-CD19 (green) and anti-CD3 (blue) fluorescent antibodies before LSFM (left). Fluorescence single−channel images are shown (right); scale bar, 500 μm. **f**, Deep-learning-based automated analysis of B cell follicle volume in PP from duodenum, jejunum and ileum 1 d after stroke or sham (*n* = 7−11 PP per intestinal segment, 4−6 mice per group, sham versus stroke duodenum non-significant *P* > 0.9999, ***P = 0.0003, ****P < 0.0001). **g**, Concentrations of plasma IgA in patients with MI and healthy controls measured by ELISA (*n* = 16−39 per group, ****P < 0.0001). **h**, Deep-learning-based quantification of B cell follicle volume in PP of the duodenum, jejunum and ileum 1 d after sham or myocardial infarction (*n* = 4−9 PP per intestinal segment, 4−5 mice per group, sham versus MI non-significant *P* = 0.7879, ***P = 0.0002, *P = 0.0451). Data are mean ± s.d.; statistical analyses were performed by two-tailed Mann−Whitney *U*-test. All mouse data were combined from at least three independent experiments. HC, healthy control. Source data

To investigate the mechanisms underlying stroke-induced rapid IgA reduction, we employed a clinically relevant mouse model of ischemic stroke using transient middle cerebral artery occlusion (tMCAO). The induction of brain ischemia resulted in reproducible brain infarcts 1 d and 3 d after injury (Extended Data Fig. 1b). Interestingly, like in patients, we identified a marked reduction in the amounts of plasma and also fecal IgA but not IgG after 24 h in stroke mice compared to sham controls (Fig. 1b,c and Extended Data Fig. 1c). Further longitudinal analyses revealed reduced amounts of plasma IgG at 72 h and 7 d in stroke mice compared to sham controls (Extended Data Fig. 1c).

To find out whether intestinal PPs, which harbor B cell follicles to generate IgA-producing plasma cells, were changed after stroke, we microscopically examined gastrointestinal (GI) tracts of experimental animals. To our surprise, stroke strongly reduced the size of PP compared to sham controls within 24 h of ischemia–reperfusion injury (Fig. 1d). The smaller size of post-stroke PP also led to reduced numbers of harvested PP 72 h after stroke (Extended Data Fig. 1d). To further quantify the extent and cause of post-stroke PP loss, we adapted our three-dimensional (3D) light sheet fluorescence microscopy (LSFM) protocols^12^ and performed a detailed volumetric analysis of PP (Extended Data Fig. 1e). The imaging analysis showed a strong volume reduction (‘melting’) of PP in stroke mice 24 h and 72 h after insult compared to sham controls (Extended Data Fig. 1f,g). However, a retrospective comparison between the volume of PP in sham and naive mice did not show any differences.

To analyze whether PP shrinkage correlates with the loss of B cell follicles, GI tissues were stained with fluorescence-conjugated anti-CD19 and anti-CD3 antibodies and optically cleared before LSFM imaging (Fig. 1e, Extended Data Fig. 1e and Supplementary Video 1). The 3D reconstruction of imaging data showed a strong reduction in the size of CD19^+^ B cell follicles in PP after stroke (Extended Data Fig. 2a). For a thorough and consistent analysis of large numbers of samples, we developed a machine-learning-based 3D volumetric image analysis (Extended Data Fig. 1h). We found that PP of stroke mice exhibited smaller volumes of CD19^+^ B cell follicles in the jejunum and ileum compared to similar regions in sham controls (Fig. 1f and Supplementary Video 2). In addition, stroke caused a considerable reduction of CD3^+^ T cell zone volumes in PP isolated from the ileum (Extended Data Fig. 2b). Further microscopy and flow cytometry data confirmed that, within 24 h, stroke instigated a reduction in GL7^+^ GC cells (Extended Data Fig. 2c) yet with no structural disruption of GC or the follicular-associated epithelium (FAE) (Extended Data Fig. 2d).

To identify whether these findings were specific to stroke or, rather, a global response to large-scale tissue injury, we studied circulating levels of IgA in patients with MI. Interestingly, in addition, patients with MI presented reduced amounts of plasma IgA (Fig. 1g). To clarify whether the reduced plasma IgA amounts in patients with MI were also related to the shrinkage of PP, we used a murine model of myocardial ischemia–reperfusion injury^13^. MI caused the shrinkage of PP B cell follicles in the intestinal jejunum and ileum and T cell zone volumes in the jejunum as compared to sham controls (Fig. 1h and Extended Data Fig. 2e,f).

Of note, a specific absence of B cells in J_H_T^−/−^ mice^14^ or their depletion using anti-CD20 antibodies reduced PP size, thus highlighting a B cell role in maintaining PP structure (Extended Data Fig. 2g). Collectively, these results showed a strong effect of sterile tissue injury on the rapid and massive loss of PP-resident B and T cells without affecting the average numbers of detectable individual B cell follicles in the affected PP (Extended Data Fig. 2h).

## Stroke shortens the survival of intestinal immature and mature plasma cells

We further investigated different leukocyte populations in PP, small intestine lamina propria (SI LP), mesenteric lymph nodes (mLNs), bone marrow (BM) and blood using flow cytometry (Extended Data Fig. 3a,b). Most immune cells in PP were CD19^+^ B (78 ± 10%) and CD3^+^ T (18 ± 5%) cells, with a small fraction of CD11b^+^Ly6G^−^ monocytes (<2%) and Ly6G^+^CD11b^+^ neutrophils (<1%) (Extended Data Fig. 3c). However, SI LP showed reverse frequencies of CD19^+^ B (18 ± 4%) and CD3^+^ T (61 ± 4%) cells (Extended Data Fig. 3d). As revealed in our ultramicroscopic analysis, stroke strongly reduced the total numbers of CD19^+^ B cells and CD3^+^ T cells in PP after 24 h (Fig. 2a). The absence of lymphocyte loss in sham mice compared to naive controls validated the contribution of stroke on the massive loss of B and T cells in PP. In keeping with our previous data^15,16^, stroke also strongly decreased the numbers of B and T cells in spleen compared to controls (Extended Data Fig. 4a). However, B and T cells in mLNs, BM and blood were not significantly reduced (Extended Data Fig. 4b–d).

**Fig. 2:**
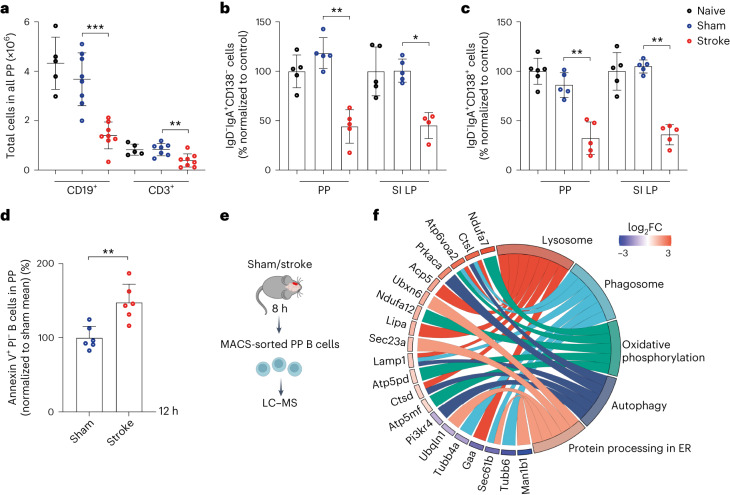
Stroke induces B cell loss in PP via activation of cell death pathways. **a**, Flow-cytometry-based quantification of the number of CD19^+^ B cells and CD3^+^ T cells in all intestinal PP 24 h after sham surgery or stroke and unoperated naive mice (*n* = 5−8 per group, sham versus naive non-significant *P* = 0.4351, ***P = 0.0003, **P = 0.0037)**. b**, Quantification of IgD^−^IgA^+^CD138^−^ IgA-switched B cells in all PP and SI LP after 24 h of sham surgery or stroke and naive mice (*n* = 5 per group, naive versus sham PP non-significant *P* = 0.2222, sham versus stroke PP **P = 0.0079, naive versus sham SI LP non-significant *P* = 0.8413, sham versus stroke SI LP *P = 0.0159). Data are presented as a percentage change and normalized to the mean of naive controls **c**, Quantification of IgD^−^IgA^+^CD138^+^ plasma cells in all PP and SI LP (*n* = 5 per group, naive versus sham PP non-significant *P* = 0.1775, sham versus stroke PP **P = 0.0079, naive versus sham SI LP non-significant *P* = 0.5476, sham versus stroke SI LP **P = 0.0079). **d**, Single-cell suspensions from PP of sham and stroke mice were prepared 12 h after the operation, and apoptotic cells were quantified by staining with Annexin V and PI followed by flow cytometry analysis (*n* = 6 per group, **P = 0.0043). **e**, After sham operation or stroke, B cells from PP were enriched using MACS and analyzed by mass spectrometry (*n* = 3 per group). **f**, Gene Ontology chord diagram of the functional enrichment analysis. Genes are ranked based on log_2_FC value (high to low). Each chord connects the gene with its associated pathway. Data are mean ± s.d.; statistical analyses were performed by two-tailed Mann−Whitney *U*-test. All data were combined from at least three independent experiments. ER, endoplasmic reticulum.

Further analyses found a reduction in IgA-switched B cells (IgD^−^IgA^+^CD138^−^) in total PP and SI LP in stroke mice compared to sham controls (Fig. 2b). In PP, B cells are primed by signals from the intestinal microflora and other immune cells to produce IgA^+^-secreting plasma cells for their final homing to LP^17^. Our data showed that stroke substantially decreased IgD^−^IgA^+^CD138^+^ plasma cells in PP and SI LP (Fig. 2c). The finding that stroke also reduced IgG^+^ and IgM^+^ B cells in PP suggested generalized survival defects in Ig-secreting cells (Extended Data Fig. 4e). Next, we performed different in vivo experiments to delineate the mechanisms of B cell loss in PP after stroke. Interestingly, the induction of stroke increased the percentage of Annexin V^+^ PI^−^ apoptotic B cells in PP within 12 h compared to sham controls (Fig. 2d). To elucidate a possible active egress of B cells from PP after stroke, we consistently analyzed other lymphoid tissues 12 h after surgery. However, our data did not show any increase in the percentages of B cells in blood, mLN and SI LP compared to sham controls (Extended Data Fig. 4f). Hence, enhanced B cell egress is unlikely to explain the massive PP shrinkage after stroke.

To study the impact of stroke on the molecular makeup of PP B cells, we performed mass-spectrometry-based proteomics analyses after 8 h (Fig. 2e). Out of 3,997 identified total proteins in B cells, 99 proteins were upregulated and 86 were downregulated in B cells isolated from stroke compared to sham-treated animals. Interestingly, functional enrichment analyses of differentially expressed proteins showed dysregulation of pathways associated with lysosome and phagosome function, autophagy, oxidative phosphorylation and the endoplasmic reticulum (Fig. 2f). Autophagy-associated proteins, such as Catsl and Lamp1, were upregulated in B cells from stroke mice. Moreover, the upregulated proteins Ndufa7 and Atp6voa2 are involved in oxidative phosphorylation. This can be a response to DNA damage and cell stress because Atp6voa2 is specifically known to be an essential factor for autophagy, and Ndufa7 is associated with reactive oxygen species (ROS) detoxification. Overall, these data indicate that stroke may trigger specific B cell stress pathways and possibly excessive autophagy-mediated cell death^18^.

## Long-term metabolic dysfunction in B cells after stroke

We next aimed to investigate the duration of B cell loss from PP after stroke, which is therapeutically relevant to identify a potential need to treat prolonged intestinal immune imbalance. Our data showed a decrease in B cell numbers after 12 h, which persisted at least until 7 d in stroke mice compared to sham controls (Fig. 3a). As late as 21 d after stroke, B cell numbers in PP showed partial recovery but were still significantly lower than sham controls. 

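Bulk RNA-seq was performed on B cells from the Peyer's patches (PP) of 6 sham controls and 6 stroke mice, 18 h after surgery, with a separate library for each mouse. B cells were purified with a magnetic B cell isolation kit, which according to the methods left small amounts of intestinal epithelial and endothelial cells. They were then purified further with CD45 beads, after which the methods describe them as nearly pure B cells. Stroke was a transient occlusion of the middle cerebral artery. The authors trimmed the reads with Trimmomatic, quantified them with kallisto and reported values by gene. The methods name the genome build GRCm38, whereas the reporting summary names GRCh38, and the deposited table lists mouse Ensembl genes. It holds 36175 genes, of which 4285 are at 0 in all 12 mice.

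The methods describe the values as transcript abundances in TPM, and the deposited values are labelled as normalized TPM. The columns do not share a common sum. The totals were 1404340, 1386994, 906879, 930815, 924916 and 559570 in sham controls 1 to 6 and 1020438, 854273, 1020759, 804983, 810145 and 865538 in stroke mice 1 to 6. The values are therefore treated as an expression signal whose total differs between samples. The number of reads behind them is unknown. Between 20626 and 23947 genes were above 0 in 11 of the mice, and 30060 were above 0 in stroke mouse 6. The 10 most abundant genes took from 14.7% of the total in sham control 6 to 45.8% in sham control 1.

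The values were transformed as log2(value + 0.5), and 12590 genes with a value of at least 1 in every mouse were tested with limma, with Benjamini-Hochberg adjustment. A log2 fold change on this scale understates the change of genes with low values. The paper's own test, the Wald test of sleuth, uses bootstrap estimates that were not used here. The sample labels number the mice of each group from 1 to 6. Deviations from the group means in same-numbered sham and stroke mice had a mean correlation of 0.218, compared with -0.0414 for the other pairs, and 9 of the 720 possible pairings gave a mean as high. Results with the replicate number as a block are therefore given beside those without it.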

To reveal the underlying mechanisms of this long-term loss of cells, we purified residual PP B cells from mice 18 h after sham operation or stroke and analyzed transcriptomic changes by bulk RNA sequencing (RNA-seq) and bioinformatic analyses. Interestingly, a principal component analysis (PCA) showed that the transcriptomes of B cells clustered separately in stroke mice and sham controls (PC1, at 51%) (Fig. 3b). Moreover, 447 genes were upregulated and 198 genes were downregulated (absolute fold change (FC) ≥ 2 and adjusted *P* < 0.05) in B cells after stroke compared to sham controls (Fig. 3c). 

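In a PCA of all 12590 genes, PC1 took 44.6% of the variance and PC2 12.4%. The mean PC1 score was -9.47 ± 39.3 (SD, n = 6) in sham controls and 9.47 ± 23.0 (SD, n = 6) in stroke mice, and the ranges of both groups overlapped. The difference was not larger than the variation within the groups (exact two-sided permutation test over all assignments of the mice, p = 0.342). The groups did not differ on PC2 either (exact two-sided permutation test, p = 0.262). With the replicate number as a block, the p was 0.219 for PC1, which was higher in the stroke mouse of 5 of the 6 pairs, and 0.281 for PC2 (exact sign-flip test of the differences between same-numbered mice). Sham control 6 had the highest PC1 score of all mice, at 59.8, and sham controls 1 and 2 had the lowest, at -45.9 and -49.1. The PC1 share was moved most by restricting the PCA to the 500 most variable genes, which gave 59.2%. Among the alternatives that did not select genes by group, the p of the group difference was moved most by leaving out sham control 6, which gave 0.0346 (exact permutation test over 462 assignments) and a PC1 share of 40.2%.

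When the PCA was restricted to 643 genes of the paper's source data lists, PC1 took 51.5% of the variance, beside the paper's reported 51%, and no sham control overlapped with a stroke mouse. On these genes, sham control 6 was at 0.361 and the lowest stroke mouse at 3.32. The exact two-sided permutation p was 0.0022, the smallest that 6 mice against 6 allow, and the p with the replicate number as a block was 0.0312, the smallest that 6 pairs allow (exact sign-flip test), but the lists hold genes selected for their difference between the same groups. The legend of Fig. 3b does not name the genes that entered the PCA.

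**Figure D1:**
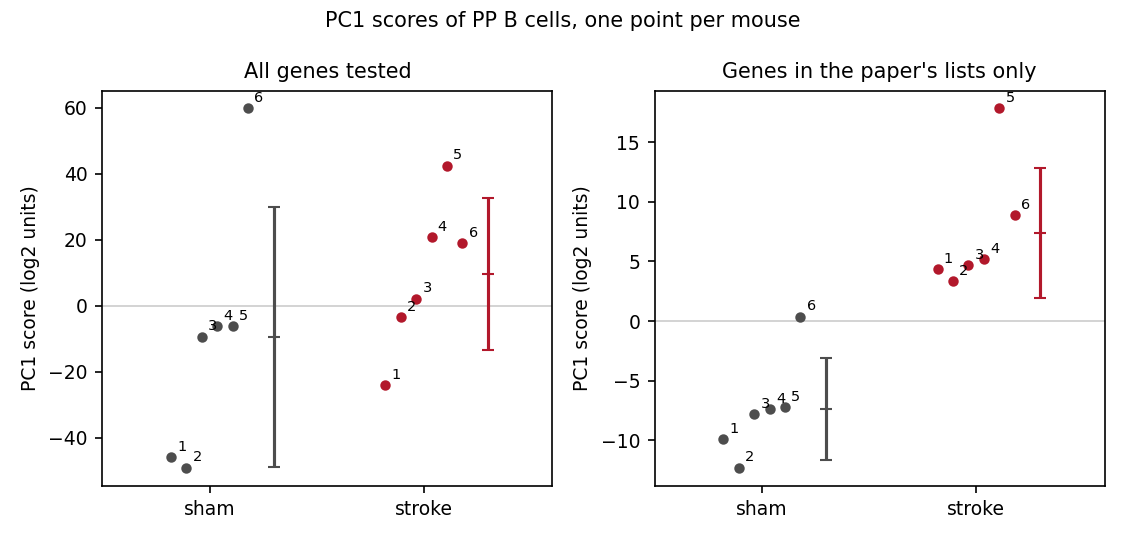
PC1 score (vertical axis, log2 units) of PP B cells from each sham control and stroke mouse, in a PCA of all genes tested (left) and of the genes in the paper's lists (right). Points are mice, labelled by replicate number, and bars are mean ± SD (n = 6 per group). The groups overlap on the left, with sham control 6 at 59.8, and do not overlap on the right.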

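At an unadjusted p under 0.05, 557 genes were higher and 213 genes were lower in PP B cells of stroke mice than in sham controls, a total of 770 genes compared with 629.5 expected by chance among the 12590 genes tested (limma). After Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.468. Accordingly, 0 genes passed both an adjusted p under 0.05 and a 2-fold change. At an unadjusted p under 0.05 and at least a 2-fold change, 23 genes were higher and 5 were lower. The values of all 6 stroke mice lay above those of all 6 sham controls for 44 genes and below them for 11 genes. This is 0.437% of the genes tested, compared with 0.217% by chance. The numbers by chance are means and do not give the spread between divisions of the mice. Of 32 splits that part every same-numbered pair, the real split included, 3 called at least 770 genes. The range was 160 to 1092 and the median 349.

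With the replicate number as a block, 770 genes were higher and 404 were lower at an unadjusted p under 0.05, and 0 genes passed the adjusted threshold (smallest adjusted p = 0.334, limma). Relative to the number expected by chance, the number of called genes was 1.22 times in the reported fit and was moved most by leaving out sham control 6, which gave 936 higher and 1162 lower genes (3.31 times). Sample quality weights gave 866 higher and 703 lower genes (2.49 times). These ratios do not take the spread between divisions of the mice into account.

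The legend of Fig. 3c describes the p values as not adjusted for multiple testing. The paper's source data list 446 higher and 198 lower genes, all with an unadjusted p under 0.05 in the paper's own test. Of these, 7 higher genes and 1 lower gene have a paper-reported adjusted value under 0.05, and 21 higher and 10 lower genes have a paper-reported change of at least 2-fold. In the test used here, all 446 listed higher genes and all 197 listed lower genes that could be matched changed in the listed direction. Of them, 405 and 169 had an unadjusted p under 0.05. The lists were selected for the group difference from the same mice and values, so this overlap is not independent evidence.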

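The cell death, cell function and metabolic genes given here are protein-coding genes of GRCm38 and had values of at least 1 in every mouse. The proapoptotic gene Bbc3, on chromosome 7 from 16308393 to 16318205, rose from 3.20 ± 1.25 (SD, n = 6) in sham controls to 6.69 ± 1.63 (SD, n = 6) in stroke mice. Its log2 fold change was 0.99 (standard error 0.21, adjusted p = 0.500 from limma with Benjamini-Hochberg adjustment). Bmf, on chromosome 2 from 118528757 to 118549687, had a value of 12.0 ± 3.84 (SD, n = 6) in sham controls and 30.2 ± 23.3 (SD, n = 6) in stroke mice, and the highest value was 77.5 in stroke mouse 5. Its log2 fold change was 1.13 and stayed between 0.82 and 1.25 with each mouse left out in turn. Pdcd4 and Znrf1 had log2 fold changes of 0.95 and 0.86.

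Ankrd37, on chromosome 8 from 45996902 to 46005707, was at 38.4 ± 9.32 (SD, n = 6) in sham controls and 19.1 ± 5.05 (SD, n = 6) in stroke mice, so that it fell by 1.00 on the log2 scale (standard error 0.21, adjusted p = 0.500 from limma). Rasgef1b and Egr3 had log2 fold changes of -0.84 and -0.68. The metabolic genes changed less, with log2 fold changes of -0.61 for Acsl3, -0.40 for Smpd3, -0.32 for Fuca1 and -0.30 for Entpd5.

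Together with Ccnd3, Bcl2, Sik1 and Ptpn22, the paper names 16 genes of these data in its text. All 16 changed in the direction the paper states, and 15 had an unadjusted p under 0.05. Over all genes tested, 0 of the 16 had an adjusted p under 0.05 (range 0.468 to 0.859). Adjusted over these 16 genes alone, 15 did, but the genes were named by the paper from the same mice. The values of the groups did not overlap for 3 of the 16 genes. The adjusted p of the 16 genes lay between 0.334 and 0.772 with the replicate number as a block (limma, mean correlation of same-numbered mice 0.218). Across the other alternatives that kept all mice, the smallest adjusted p among the 16 genes was 0.141, with sample quality weights.

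**Figure D2:**
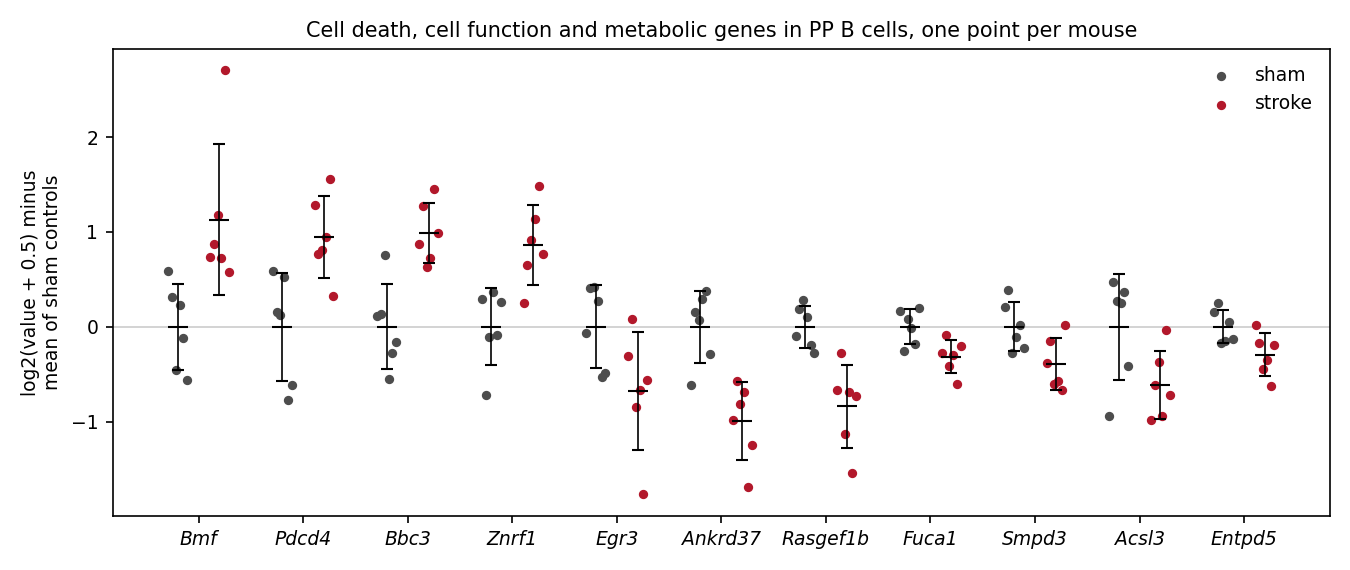
Expression of 11 cell death, cell function and metabolic genes in PP B cells, as log2(value + 0.5) minus the mean of sham controls (vertical axis, log2 units). Points are mice, 6 sham controls and 6 stroke mice, and bars are mean ± SD. Bmf has its highest point, from a value of 77.5, in stroke mouse 5.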

Further supporting the proteomics data, cell death genes (*Bmf*, *Pdcd4*, *Bbc3* and *Znrf1*) were enriched while cell function genes (*Egr3*, *Ankrd37* and *Rasgef1b*) and cell metabolic genes (*Fuca-1*, *Smpd3*, *Acsl3*, *Ldlr* and *Entpd5*) were reduced in B cells of stroke mice compared to sham controls (Fig. 3c).

**Fig. 3:**
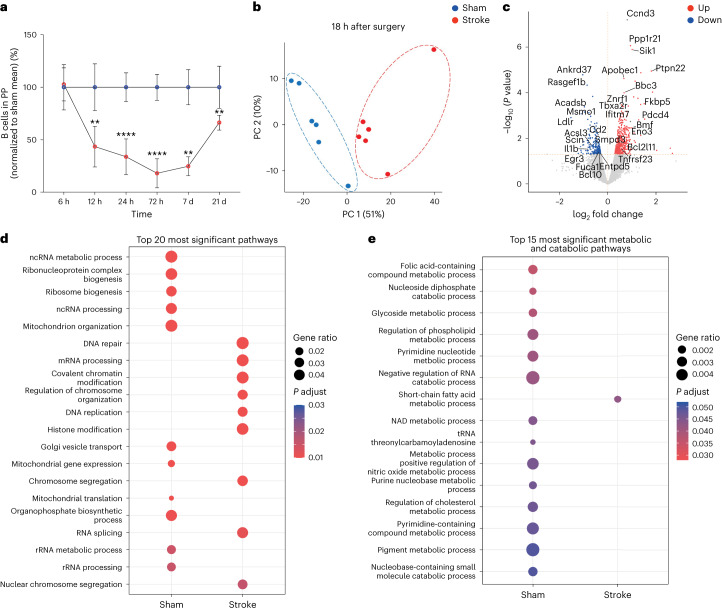
Stroke downregulates cellular and metabolic functional gene pathways of B cells in PP. **a**, Kinetics of B cell loss in PP of stroke mice compared to sham controls. Data are presented as a percentage decrease in B cell numbers in stroke mice normalized to mean of sham controls for each timepoint (*n* = 6−9 per group and timepoint, sham versus stroke 6 h *P* = 0.9372, 12 h **P = 0.079, 24 h ****P < 0.0001, 72 h ****P < 0.0001, 7 d **P = 0.0095, 21 d **P = 0.0087). **b**, PCA of RNA-seq data of CD19^+^ B cells in PP from mice exposed to sham surgery or stroke (*n* = 6 per group). **c**, Volcano plot showing statistically significant differentially expressed genes in PP B cells of stroke mice compared to sham, as determined by non-multiple-testing-adjusted *P* values from two-sided Wald test. Red dots indicate upregulated genes, and blue dots indicate downregulated genes. **d**, GSEA of RNA-seq showing enriched cell function pathways in sham-operated and stroke mice as determined by one-sided Fisher’s exact test *P* values, adjusted for multiple testing with FDR and significance set at *P* < 0.05. **e**, GSEA showing enriched metabolic**/**catabolic pathways in PP B cells of stroke and sham-operated mice. The dot size indicates the calculated gene ratio, and the dot color indicates the adjusted *P* value representing the enrichment score as described in the Methods. Note that B cells from stroke mice appear metabolically inactive. Data represent mean ± s.d., two-tailed Mann−Whitney *U*-test. All data were combined from at least three independent experiments, *n* = 6 mice per group. Down, downregulated genes; Up, upregulated genes.

B cells from stroke mice expressed higher levels of the Myc target gene cyclin *Ccnd3* and B cell lymphoma *Bcl2*, a key regulator of clonal expansion and survival, respectively. In addition, stroke enriched the expression of *Sik1* and *Ptpn22* in B cells, which are involved in cell differentiation and B cell receptor signaling. Furthermore, we performed gene set enrichment analyses (GSEAs) to identify cellular processes that were affected in B cells after stroke. 

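Ccnd3, on chromosome 17 of GRCm38 from 47505051 to 47599691, had the smallest p of all genes tested. Its value was 168 ± 31.6 (SD, n = 6) in sham controls and 297 ± 47.3 (SD, n = 6) in stroke mice, and every stroke mouse lay above every sham control (exact two-sided permutation test, p = 0.0022). The log2 fold change was 0.82 (standard error 0.15, adjusted p = 0.468 from limma) and stayed between 0.75 and 0.90 with each mouse left out in turn. The adjusted p was 0.334 with the replicate number as a block. The paper's source data give Ccnd3 a log2 fold change of 0.80.

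Bcl2, on chromosome 1 from 106538178 to 106714274, was at 27.5 ± 3.72 (SD, n = 6) in sham controls and 29.8 ± 2.97 (SD, n = 6) in stroke mice. Its log2 fold change of 0.12 (standard error 0.12, adjusted p = 0.859 from limma) was not larger than the variation between mice (exact two-sided permutation test, p = 0.245). The value was above the sham mean in 5 of 6 stroke mice, and the adjusted p was 0.772 with the replicate number as a block. Bcl2 is not among the genes of the paper's source data lists.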

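Sik1, on chromosome 17 of GRCm38 from 31844250 to 31855804, was at 18.3 ± 4.96 (SD, n = 6) in sham controls and 36.3 ± 6.05 (SD, n = 6) in stroke mice. Its log2 fold change was 1.00 (standard error 0.19, adjusted p = 0.468 from limma). Ptpn22, on chromosome 3 from 103859795 to 103912247, was at 43.7 ± 20.8 (SD, n = 6) in sham controls and 156 ± 89.2 (SD, n = 6) in stroke mice, with a log2 fold change of 1.80 (standard error 0.36, adjusted p = 0.47 from limma). For both genes, every stroke mouse lay above every sham control (exact two-sided permutation test, p = 0.0022 for each). The log2 fold change stayed between 0.87 and 1.09 for Sik1 and between 1.56 and 1.99 for Ptpn22 with each mouse left out in turn. As a block, the replicate number gave an adjusted p of 0.334 for Sik1 and 0.357 for Ptpn22 (limma).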

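The gene sets were tested with the one-sided Fisher's exact test named in the legend of Fig. 3d. Terms of the Gene Ontology were not used here, and 12 Reactome sets and 3 sets defined by gene symbols stand for the processes in Fig. 3d,e. Genes called at an unadjusted p under 0.05 were compared with the background of genes tested, which for the Reactome sets were the 4106 genes that belong to any Reactome set. Both directions of the 15 sets were adjusted together as 30 tests. Between 83.7% and 100% of the genes of each set could be matched. Because the called genes were selected without adjustment, the sets were also tested with limma camera, which uses all genes, and with an exact permutation test of each mouse's mean over the set. The set mean of each mouse was taken relative to its mean over all genes. With the replicate number as a block, the set means were compared by an exact sign-flip test of the 6 differences between same-numbered mice, whose smallest p is 0.0312. Adjusted over the 15 sets, this p passes 0.05 only if at least 10 sets reach it, so the block p of set means is given without adjustment.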

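Among the genes higher in stroke mice, the chromatin organization set had 5 of its 200 genes, compared with 7.06 expected by chance (one-sided Fisher's exact test, adjusted p = 1). DNA repair had 3 of 131 genes, compared with 4.63 expected, and DNA replication had 0 of 99, compared with 3.5 expected. The set of mRNA splicing genes, which stands for the RNA processing terms of Fig. 3d, had 4 of 115, compared with 4.06 expected. The adjusted p was 1 for each of these sets, and also with the replicate number as a block. With limma camera on all genes, the smallest adjusted p of the 4 sets was 0.236, for DNA replication, whose mean was lower.

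The mean over each set differed little between the groups. For chromatin organization it was 1.31 ± 0.204 (SD, n = 6) in sham controls and 1.31 ± 0.0952 (SD, n = 6) in stroke mice on the log2 scale, relative to all genes. The differences were 0.015 for DNA repair and -0.040 for DNA replication. None of the 4 differences was distinguishable from the spread between mice (exact two-sided permutation test, p from 0.658 for DNA replication to 1 for mRNA splicing), and with the replicate number as a block the p was 0.781 for DNA repair and 1 for chromatin organization and mRNA splicing (exact sign-flip test), while DNA replication was lower in the stroke mouse of 3 of the 6 pairs. The difference for mRNA splicing was -9.63e-05, so close to 0 that its sign is not determined, and it became positive under other scalings of the values, up to 0.028 after quantile normalization.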

The differentially expressed genes enriched in B cells of stroke mice were related to chromatin and histone remodeling, DNA replication and repair (Fig. 3d). Notably, the pathways responsible for mitochondrial organization and function, ribosome biogenesis and Golgi vesicle transport were decreased in B cells of stroke mice, suggesting severe metabolic disturbances in these cells. 

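Among the genes lower in stroke mice, the ribosome biogenesis set had 5 of its 97 genes, compared with 1.64 expected (one-sided Fisher's exact test, p = 0.0243, adjusted p = 0.365). Mitochondrial translation had 2 of 87 genes, compared with 1.63 expected, and mitochondrial protein import had 1 of 27, compared with 0.506 expected. The Golgi transport and trans-Golgi vesicle budding sets each had 1 gene, of 31 and 38 tested. Respiratory electron transport had 1 of 75, compared with 1.41 expected, and complex I had 0 of 39. The adjusted p was 1 for each of these sets other than ribosome biogenesis. With the replicate number as a block, the adjusted p was 0.687 for ribosome biogenesis and 1 for the others.

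The shift over whole sets was small and mostly downward. Of the complex I genes, 33 of 39 had a negative log2 fold change, and the mean over the set fell by 0.15 on the log2 scale relative to all genes. Of the mitochondrial translation genes, 66 of 87 were lower, and the mean fell by 0.096. With limma camera, which tests genes and treats their correlation as a fixed 0.01, the adjusted p was 0.0124 for mitochondrial translation, 0.0172 for complex I and 0.0282 for the mitochondrial ribosomal proteins. With mice as the unit, the differences were not distinguishable from the variation within groups (exact two-sided permutation test, p = 0.271 for mitochondrial translation and 0.418 for complex I). In same-numbered pairs the p was 0.344 and 0.312 (exact sign-flip test, replicate block). The mean of the ribosome biogenesis set fell by 0.050, with an exact permutation p of 0.279, and of 0.0625 with the block, where it was lower in the stroke mouse of 5 of the 6 pairs. A factor common to all genes of a mouse hardly moves these means. After quantile normalization and after removal of length and GC trends, which can move them, the difference was -0.13 and -0.13 for complex I, and -0.081 and -0.086 for mitochondrial translation.

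Respiratory electron transport genes were also present among those higher in stroke mice, with 6 of 75 compared with 2.65 expected (one-sided Fisher's exact test, p = 0.0478, adjusted p = 0.478). They are Etfdh and 5 genes of the mitochondrial genome, mt-Nd1, mt-Co1, mt-Co2, mt-Nd5 and mt-Nd6, named here after their values were seen. With the replicate number as a block, 10 genes of this set were higher, and the adjusted p was 0.0359 for the higher direction. Fisher's exact test treats genes as independent, which genes of the same genome need not be. With mice as the unit, the 13 protein-coding mitochondrial genes were higher by 0.44 (exact permutation test, p = 0.0693). The sign-flip test of same-numbered pairs gave 0.0312, the smallest that 6 pairs allow. The mean over the whole set was lower by 0.083 (exact permutation test, p = 0.613).

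From the decrease of the mitochondrial, ribosome biogenesis and Golgi pathways in B cells of stroke mice, the paper proposes a severe metabolic disturbance of these cells.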

Further analyses showed a complete downregulation of pathways related to several metabolic and catabolic processes in B cells after stroke compared to sham controls (Fig. 3e).

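In the Fisher's exact tests without a block, cholesterol biosynthesis was the only set of the 15 with an adjusted p under 0.05. Of its 21 genes, 4 were among the genes lower in stroke mice, compared with 0.394 expected (one-sided Fisher's exact test, p = 0.000537, adjusted p = 0.0161). In the fit with the replicate number as a block, the adjusted p was 0.0218. The genes were Msmo1, Sqle, Fdps and Hmgcs1, with log2 fold changes of -0.92, -0.70, -0.81 and -0.67, of which Msmo1 is labelled in Fig. 3c and the others were named after their values were seen. None of them had an adjusted p under 0.05 over all genes (limma), and 17 of the 21 genes had a negative log2 fold change. With limma camera, which treats the correlation between genes as fixed, the adjusted p of the set was 7.42e-06. The mean over the set was -0.47 ± 0.34 (SD, n = 6) in sham controls and -0.83 ± 0.11 (SD, n = 6) in stroke mice on the log2 scale, relative to all genes. The exact two-sided permutation p was 0.0303, and 0.454 after adjustment over the 15 sets. In same-numbered pairs the p was 0.0938 (replicate block), with a lower mean in the stroke mouse of 5 of the 6 pairs (exact sign-flip test). The enrichment was lost when the epithelial marker score of each mouse was added as a covariate (adjusted p = 1). It was also lost without sham control 1, 2, 4 or 5, or without stroke mouse 1, 4, 5 or 6.

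Phospholipid metabolism had 4 of 104 genes among those lower, compared with 1.95 expected (one-sided Fisher's exact test, adjusted p = 0.974, and 0.328 with the replicate number as a block). When length and GC trends were also removed in the fit with the block, its adjusted p was 0.0203. Metabolism of nucleotides had 0 of 64 genes among those lower, compared with 1.2 expected, and 2 genes among those higher. Of its genes, 38 had a negative and 26 a positive log2 fold change. Relative to all genes, the set means of phospholipid and nucleotide metabolism fell by 0.057 and 0.069 on the log2 scale (exact two-sided permutation test, p = 0.0952 and 0.543). The block gave a p of 0.0625 and 0.438 (exact sign-flip test), and the mean was lower in the stroke mouse of 5 and 4 of the 6 pairs.

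**Figure D3:**
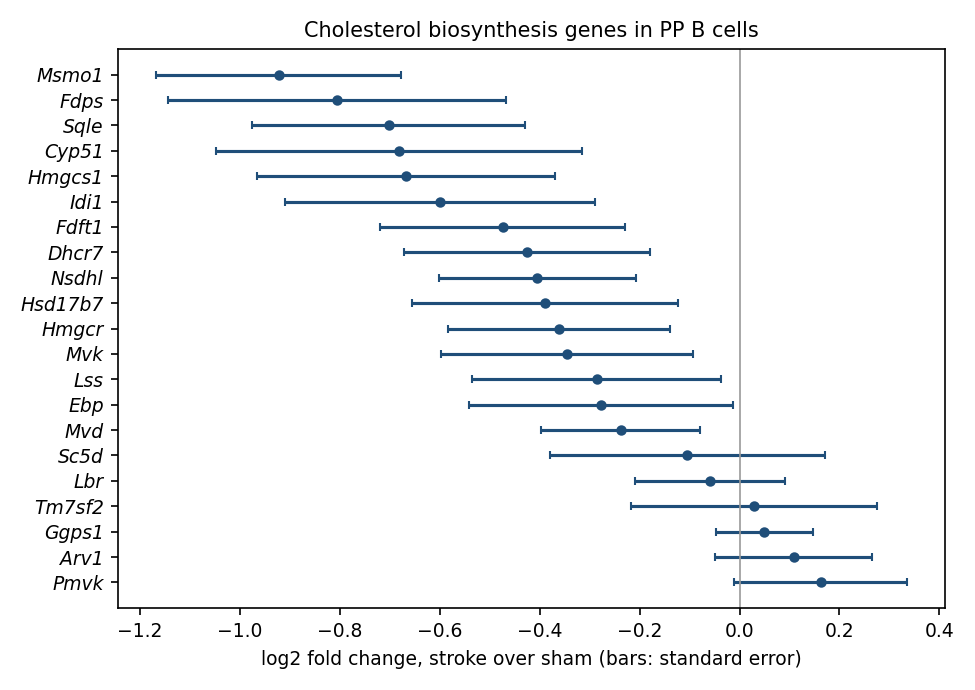
Log2 fold change (horizontal axis) of each of the 21 cholesterol biosynthesis genes tested, stroke mice over sham controls, in PP B cells. Points are limma estimates from 6 mice per group and bars are standard errors. Msmo1 lies lowest at -0.92, and 17 genes lie below 0.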

Next, to exclude that suboptimal food supply after stroke compared to sham was responsible for B cell death and PP shrinkage, stroke and sham mice were gavaged with liquid food and euthanized 24 h after ischemia–reperfusion injury (Extended Data Fig. 4g). The analysis showed that stroke still reduced lymphocyte numbers in PP compared to sham controls with similar body weights, thus excluding a potential impact of reduced food intake after surgery on PP melting (Extended Data Fig. 4h,i).

## Circulating DNA triggers lymphocyte reduction in intestinal tissues

To elucidate the mechanisms of B cell loss in PP, we focused on our earlier concept of soluble DNA as a death mediator released after tissue injury^15^. We found an early (6 h) increase in circulating DNA (ciDNA) in stroke mice compared to controls (Fig. 4a). Similarly, MI increased the levels of ciDNA at 6 h, which, however, returned to sham levels at 24 h (Extended Data Fig. 4j). To test a potential causative role of ciDNA for B cell loss in PP, we treated the mice with recombinant DNase-I immediately after stroke. Interestingly, the degradation of ciDNA substantially inhibited the loss of PP B cells (Fig. 4b) and T cells (Fig. 4c). Moreover, DNase-I treatment did not affect brain infarct volumes (Fig. 4d) at this early timepoint of 24 h after injury, thus indicating a direct blockage of B cell loss with DNase-I and ciDNA acting as a soluble mediator released after stroke.

**Fig. 4:**
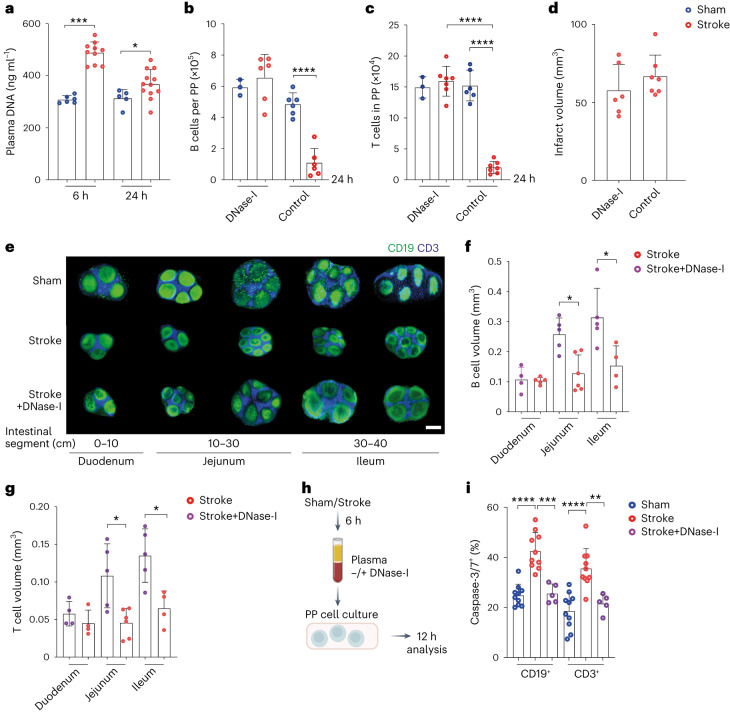
Stroke increases ciDNA and promotes lymphocyte loss in PP. **a**, Quantification of plasma DNA 6 h and 24 h after sham surgery or stroke using Qubit assays (*n* = 5−12 per group, two−tailed Mann−Whitney *U*-test, ***P = 0.0002, *P = 0.0459). **b**, Numbers of B cells in PP 24 h after sham surgery or stroke in DNase-I-treated and vehicle-treated mice analyzed by flow cytometry (*n* = 3−6 per group, ordinary one-way ANOVA with Bonferroni’s multiple comparisons tests, sham+DNase-I versus stroke+DNase-I non-significant *P* > 0.9999, sham control versus sham+DNase-I non-significant *P* > 0.9999, ****P < 0.0001). **c**, Numbers of T cells in PP 24 h after sham operation or stroke in DNase-I-treated and vehicle-treated mice (*n* = 3−7 per group, ordinary one-way ANOVA with Bonferroni’s multiple comparisons tests, sham+DNase-I versus stroke+DNase-I non-significant *P* > 0.9999, sham control versus stroke control ****P < 0.0001, stroke control versus stroke+DNase-I ****P < 0.0001). **d**, Brain infarct volumes in DNase-I-treated and untreated mice at 24 h (*n* = 6−7 per group, two−tailed Mann−Whitney *U*-test, non-significant *P* = 0.2343). **e**, 3D reconstruction LSFM images of CD19^+^ B cells and CD3^+^ T cells in PP after sham, stroke and stroke+DNase-I-treated mice; scale bar, 500 µm. **f**, Quantification of CD19^+^ B cell follicle volume (*n* = 4−6 PP per intestinal segment, two-tailed Mann−Whitney *U*-test, stroke versus stroke+DNase-I duodenum non-significant *P* = 0.9048, stroke versus stroke+DNase-I jejunum *P = 0.0173, stroke versus stroke+DNase-I ileum *P = 0.0317). **g**, T cell zone volume in duodenum, jejunum and ileum 24 h after stroke or stroke+DNase-I treatment (*n* = 4−6 PP per intestinal segment, two-tailed Mann−Whitney *U*-test, stroke versus stroke+DNase-I duodenum non-significant, *P* = 0.2, stroke versus stroke+DNase-I jejunum *P = 0.0173, stroke versus stroke+DNase-I ileum *P = 0.0317). **h**, Schematic of the experimental paradigm. Mice underwent stroke or sham operation and were euthanized after 6 h to collect blood plasma. Cell cultures from PP were prepared and treated with the plasma of sham or stroke mice for 12 h. In the third condition, plasma of stroke mice was treated with DNase-I before addition to the cell cultures, and quantification of caspase-3/7-expressing cells was performed by flow cytometry. **i**, The percentages of caspase-3/7^+^ B and T cells in PP cell cultures incubated with the plasma of sham or stroke mice or DNase-I-treated stroke plasma (*n* = 5−10 mice per group, ordinary one-way ANOVA, CD19^+^ sham versus stroke ****P < 0.0001, stroke versus stroke+DNase-I ***P = 0.0002, CD3^+^ sham versus stroke ****P < 0.0001, stroke versus stroke+DNase-I **P = 0.0037). Data are mean ± s.d., Shapiro–Wilk normality tests.

Further LSFM analysis indeed confirmed that DNase-I treatment after stroke completely preserved PP structural integrity (Fig. 4e) and the volume of B and T cell compartments in the affected intestinal segments (Fig. 4f,g). To prove the contribution of plasma components as a cause of lymphocyte death, we used plasma of sham or stroke mice (6 h after injury) for further ex vivo analyses and incubated it with PP cell cultures (Fig. 4h). The treatment of PP cells with the plasma of stroke mice increased the percentage of caspase-3/7^+^ and Annexin V^+^ PI^−^ B and T cells, which was abrogated after the incubation of stroke plasma with DNase-I, supporting the principal ability of circulating mediators to directly induce cell death (Fig. 4i and Extended Data Fig. 4k).

## Neutrophils are the major source of ciDNA after stroke

Next, we explored the potential sources of the additional amounts of ciDNA after stroke. Activated neutrophils are the first intruders to injured inflammatory tissues and respond via the release of NETs^19^.

To find out whether circulating neutrophils in stroke mice were activated, we characterized their molecular makeup 6 h after sham surgery or stroke using mass spectrometry (Fig. 5a). The comparative and label-free quantitative proteomic analysis yielded 1,757 proteins with two or more unique peptides and 1% false discovery rate (FDR). A sample-wise comparison showed a Pearson correlation coefficient of ≥0.93, indicating high technical reproducibility (Extended Data Fig. 5a). Interestingly, the PCA showed a clear separation between circulating neutrophils of sham and stroke mice (Fig. 5b) based on their proteome. Of the 89 significantly altered proteins (adjusted *P* < 0.05 and FC ≥ 1.5), 32 were upregulated and 57 were downregulated in neutrophils of stroke mice compared to sham controls (Fig. 5c). Remarkably, proteins associated with neutrophil degranulation (Lamp1, S100a8 and CD47) and neutrophil activation (Il1r2 and Stat3) were upregulated in stroke mice. In addition, the increased abundance of apoptotic proteins (Aifm1 and Casp3) and the deficiency of cell function proteins (Pla2g7, Spta1, Sptb, Ipo5, Bsg, Gp1ba and Ptk2b) in neutrophils from stroke mice indicated the activation of cell death pathways that have been observed in association with chromatinolysis^20^ and NETosis^21^.

**Fig. 5:**
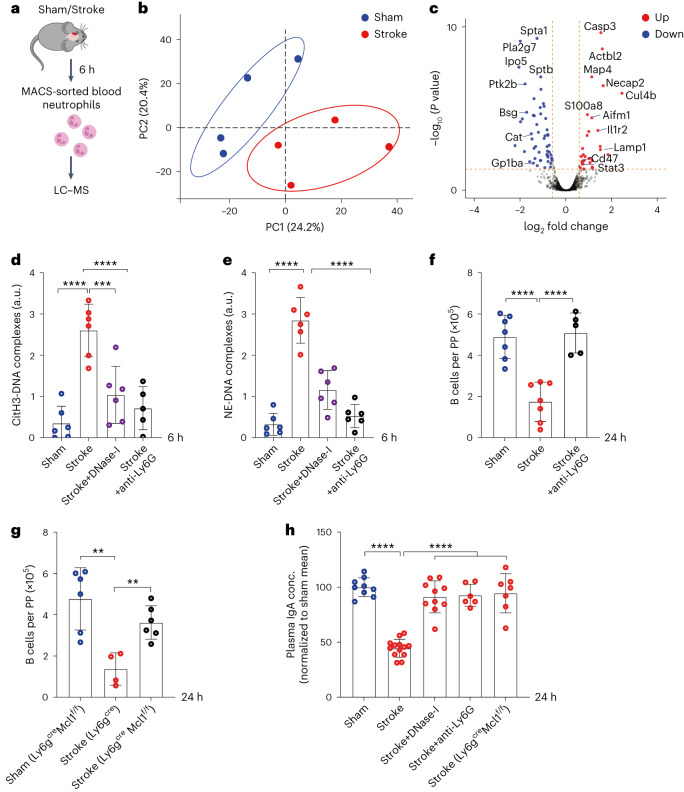
Stroke activates circulating neutrophils to release cytotoxic NETs, which induce B cell loss. **a**, Schematic of the experimental paradigm for neutrophil mass spectrometry and proteomics analysis. Blood neutrophils were isolated 6 h after sham surgery or stroke to perform liquid chromatography–mass spectrometry analysis. **b**, PCA of neutrophil proteomics after sham or stroke (*n* = 4 mice per group). **c**, Volcano plot comparing the normalized protein abundance in blood neutrophils of stroke mice versus sham-operated mice. Red dots indicate significantly upregulated proteins, and blue dots indicate significantly downregulated proteins. Two-tailed *t*-test, *P* < 0.05 adjusted with the Benjamini–Hochberg method, FC > 1.5 or FC < 0.5. **d**, Relative plasma levels of citH3-DNA (*n* = 5−6 per group, sham versus stroke ****P < 0.0001, stroke versus stroke+DNase-I ***P = 0.0004, stroke versus stroke+anti-Ly6G ****P < 0.0001). **e**, NE-DNA complexes after sham+isotype antibody, stroke+isotype antibody, stroke+DNase-I treatment or stroke+anti-Ly6G antibody treatment (*n* = 5−6 per group, sham versus stroke, stroke versus stroke+DNase-I, stroke versus stroke+anti-Ly6G treatment ****P < 0.0001). **f**, Numbers of CD19^+^ B cells in intestinal PP in sham-operated+isotype antibody, stroke+isotype antibody and stroke+anti-Ly6G antibody-treated mice (*n* = 5−7 per group, sham versus stroke, stroke versus stroke+anti-Ly6G treatment ****P < 0.0001). **g**, Numbers of CD19^+^ B cells in PP in sham-operated Ly6g^cre^Mcl1^f/f^ mice, stroke Ly6g^cre^ and Ly6g^cre^Mcl1^f/f^ mice (*n* = 4−6 per group, sham versus Ly6g^cre^ **P = 0.0013, stroke Ly6g^cre^ versus stroke Ly6g^cre^Mcl1^f/f^ **P = 0.0095). **h**, Quantification of plasma IgA amounts sham, stroke, stroke+DNase-I treatment, stroke+anti-Ly6G antibody treatment or stroke Ly6g^cre^Mcl1^f/f^ mice (*n* = 6−13 per group, stroke versus sham, stroke versus stroke+DNase-I, stroke versus stroke+anti-Ly6G antibody, stroke versus stroke Ly6g^cre^Mcl1^f/f^ ****P < 0.0001). Data represent mean ± s.d., Shapiro−Wilk normality and ordinary one-way ANOVA with Bonferroni’s multiple comparisons tests.

To determine whether NETs were indeed released into the circulation after stroke, we measured the plasma content of citrullinated histone H3 (citH3)-DNA and neutrophil elastase (NE)-DNA complexes, both hallmarks of NETosis^22^. Indeed, 6 h after stroke or MI, we observed increased levels of citH3-DNA and NE-DNA complexes in the blood (Fig. 5d,e and Extended Data Fig. 5b). Interestingly, treatment of mice with DNase-I immediately after stroke strongly reduced the levels of citH3-DNA and NE-DNA complexes (Fig. 5d,e). To further validate the contribution of neutrophils to NET release and B cell loss in PP after stroke, we applied our established dual antibody-mediated depletion of circulating neutrophils (Extended Data Fig. 5c)^23^. Indeed, neutrophil removal before the induction of stroke substantially reduced citH3-DNA and NE-DNA complexes (Fig. 5d,e) and total ciDNA (Extended Data Fig. 5d) and also completely inhibited the loss of B and T cells in PP (Fig. 5f and Extended Data Fig. 5e), without affecting the brain infarct volumes (Extended Data Fig. 5f). In addition, neutrophil depletion inhibited the stroke-induced shrinkage of B cell follicles in PP (Extended Data Fig. 5g). Acutely depleting neutrophils by antibody injection might have uncontrolled secondary effects on immune homeostasis. Hence, we used neutropenic Ly6g^cre^Mcl^f/f^ mice that genetically lack the critical survival factor Mcl specifically in neutrophils^24^. Confirming our antibody-depletion experiments, mice with genetically induced neutropenia (Extended Data Fig. 6a) showed higher numbers of B cells in PP compared to neutrophil-sufficient Ly6g^cre^ mice 24 h after stroke (Fig. 5g) without experiencing different infarct volumes (Extended Data Fig. 6b). Moreover, neutrophil-deficient Ly6g^cre^Mcl^f/f^ mice also showed increased numbers of splenic B cells compared to Ly6g^cre^ controls after stroke (Extended Data Fig. 6c), thus suggesting a main role of neutrophils for augmented ciDNA generation and B cell apoptosis induction. Because activated neutrophils exhibit neurotoxic functions^25,26^, their deficiency in Ly6g^cre^Mcl^f/f^ mice also showed reduced brain infarcts after 3 d of stroke (Extended Data Fig. 6d). In addition, when stroke mice were depleted of neutrophils, we found not only normalized levels of plasma IgA (Fig. 5h) but also a substantial inhibition of PP shrinkage in all studied intestinal segments (Extended Data Fig. 6e). Because we found only small numbers of MPO^+^ or Ly6G^+^ neutrophils directly within the PP of stroke mice (Extended Data Fig. 6f,g), we assume that acute NET production by circulating neutrophils in response to sterile injury is the major trigger that leads to PP lymphocyte cell death.

To investigate further how circulating NETs might lead to lymphocyte death in the PP, we focused on the fact that NETs interact intensively with activated platelets in the processes of vascular thrombus formation^27^. Thus, we examined the possibility of NET-induced platelet aggregation in the PP vasculature, which may result in oxygen/nutrition deprivation and, thereby, impact lymphocyte survival in PP. Indeed, ultramicroscopic analyses of the PP vasculature showed considerably higher numbers and volumes of GP1bβ-stained platelet thrombi in stroke mice compared to sham or DNase-I-treated mice (Fig. 6a–d and Supplementary Video 3), hence suggesting that NET-induced microthrombosis might cause PP lymphocyte energy depletion.

**Fig. 6:**
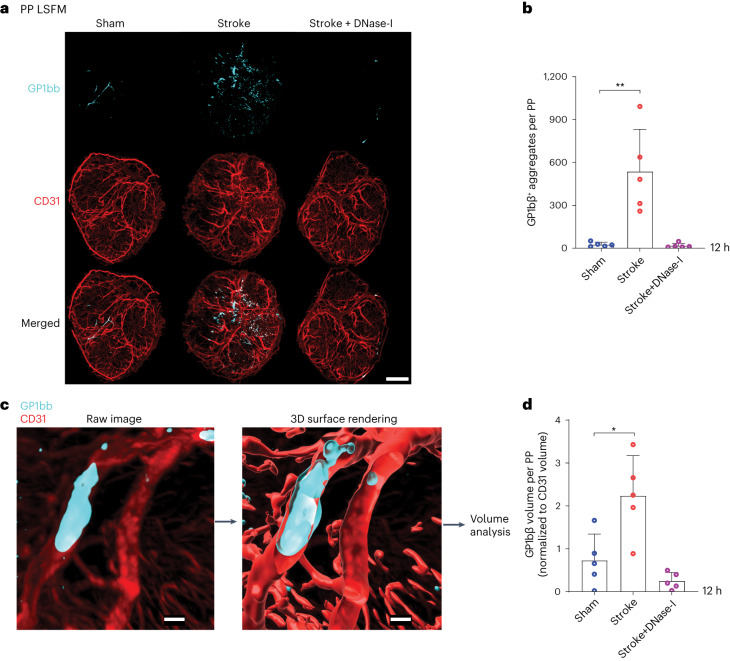
Stroke triggers platelet aggregation and vascular thrombus formation in PP. **a**, 3D reconstruction images of GP1bβ^+^ platelet aggregates in CD31^+^ vasculature in PP isolated from sham, stroke+vehicle and stroke+DNase-I-treated mice. Scale bar, 300 µm. **b**, Quantification of GP1bβ^+^ platelet aggregates in PP isolated from sham, stroke+vehicle and stroke+DNase-I-treated mice (*n* = 5 PP per group, **P = 0.0027). **c**, 3D images showing GP1bβ^+^ platelet aggregates in CD31^+^ vasculature of PP used for analyzing surface volumes. Scale bar, 20 µm. **d**, Quantification of total GP1bβ^+^ platelet volumes to CD31^+^ surface volumes in PP isolated from sham, stroke+vehicle and stroke+DNase-I-treated mice (*n* = 5 PP per group, *P = 0.0037). Data are represented as mean ± s.d.; statistical analyses were performed by Kruskal–Wallis test.

Next, we tested whether NET release mediates the loss of B cells and IgA also after MI. Our results showed that NET degradation immediately after MI or depletion of neutrophils before MI reduced the loss of total CD19^+^ B cells and CD3^+^ T cells in PP (Extended Data Fig. 7a,e). Similarly, higher numbers of IgA^+^-switched B cells (Extended Data Fig. 7b,f) and IgA^+^ mature plasma cells were noted in treated MI mice (Extended Data Fig. 7c,g). Moreover, the degradation of NETs or neutrophil depletion during MI maintained increased amounts of circulating IgA (Extended Data Fig. 7d,h) and was characterized by decreased levels of NETs (Extended Data Fig. 8a).

We next aimed to test whether therapeutic targeting of NET formation could maintain mucosal immune homeostasis during sterile tissue injury. To achieve this, stroke mice were first treated with the pan-peptidylarginine deiminase (PAD) inhibitor Cl-amidine, which has previously been shown to inhibit NET formation^28^. Indeed, Cl-amidine treatment reduced plasma levels of citH3-DNA complexes and prevented the loss of B cells in PP compared to vehicle-treated animals (Extended Data Fig. 8b,c). However, Cl-amidine also strongly reduced brain infarct sizes, which indicated an additional neuroprotective effect of the compound (Extended Data Fig. 8d). This, however, made it difficult to dissect the impact of NETs or reduced brain damage on B cell loss in PP. Therefore, we tested the gasdermin D inhibitor (GSDMDi) LDC7559 to block NET formation after stroke^29^. Interestingly, stroke mice treated with LDC7559 showed reduced plasma levels of citH3 and NE nucleosomes compared to the vehicle-treated group (Fig. 7a). Furthermore, the inhibition of NET formation maintained the levels of IgA-switched B cells (Fig. 7b) and mature plasma cells in PP and SI LP (Fig. 7c). In line with the increased numbers of plasma cells, we also found normalized levels of plasma IgA (Fig. 7d) and reduced shrinkage of B cell follicles in NET-inhibitor-treated stroke mice (Extended Data Fig. 8e). However, infarct volumes remained unchanged between treated and untreated groups (Extended Data Fig. 8f), hence allowing us to relate the above findings solely to the peripheral impact of NETs on lymphocyte homeostasis.

**Fig. 7:**
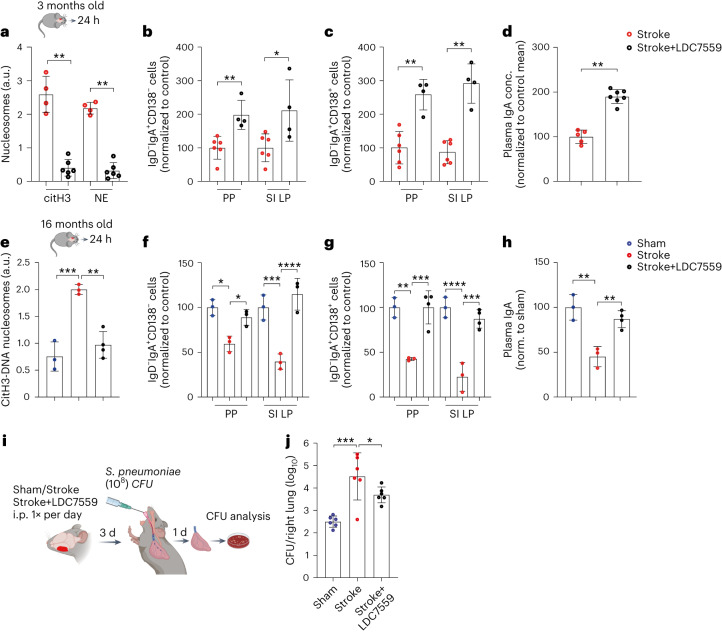
Inhibition of NETs protects IgA-secreting plasma cells after stroke in young and old mice. **a**, Relative plasma levels of citH3-DNA and NE-DNA complexes in stroke+vehicle and stroke+LDC7559-treated 3-month-old young mice (*n* = 4−6 per group, citH3 stroke versus stroke+LDC7559 **P = 0.0095, NE stroke versus stroke+LDC7559 **P = 0.0095). **b**, Numbers of IgD^−^IgA^+^CD138^−^ IgA-switched B cells in all PP and SI LP in stroke and stroke+LDC7559-treated young mice (*n* = 4−6 per group, **P = 0.0095, *P = 0.019). **c**, Numbers of IgA^+^IgD^−^CD138^+^ plasma cells in all PP and LP in stroke and stroke+LDC7559-treated young mice (n = 4−6 per group, PP comparison **P = 0.0095, SI LP comparison **P = 0.0095). **d**, Relative concentrations of plasma IgA in stroke and stroke+LDC7559-treated young mice (n = 4−7 per group, **P = 0.0025). **e**, Relative plasma levels of citH3-DNA complexes in sham, stroke+vehicle and stroke+LDC7559-treated 16-month-old mice (*n* = 3−4 per group, ordinary one-way ANOVA, ***P = 0.0007, **P = 0.0016). **f**, Numbers of IgD^−^IgA^+^CD138^−^ B cells in all PP and LP in sham, stroke and stroke+LDC7559-treated old mice (*n* = 3 per group, ordinary one-way ANOVA, PP sham versus stroke *P = 0.0165, stroke versus stroke+LDC7559 *P = 0.0144, SI LP sham versus stroke ***P = 0.0006, stroke versus stroke+LDC7559 ****P < 0.0001). **g**, Numbers of IgD^−^IgA^+^CD138^+^ plasma cells in all PP and LP in stroke and stroke+LDC7559-treated old mice (*n* = 3−4 per group, ordinary one-way ANOVA, PP sham versus stroke **P = 0.0014, stroke versus stroke+LDC7559 ***P = 0.0007, SI LP sham versus stroke ****P < 0.0001, stroke versus stroke+LDC7559 ***P = 0.0002). **h**, Relative concentrations of plasma IgA in stroke and stroke+LDC7559-treated old mice (*n* = 3−4 per group, ordinary one-way ANOVA, sham versus stroke **P = 0.0019, stroke versus stroke+LDC7559 **P = 0.0061). **i**, sham or stroke mice were treated with vehicle or LDC7559 every day, and, after 3 d, all mice were intratracheally inoculated with *S. pneumoniae* (10^8^ CFUs). Mice were euthanized 1 d after infection to analyze bacterial burden in the lungs. **j**, CFUs in the lungs of infected sham+vehicle, stroke+vehicle and stroke LDC7559 mice (*n* = 6 per group, ordinary one-way ANOVA, ***P = 0.0003, *P = 0.0195). Data represent mean ± s.d., two-tailed Mann−Whitney *U*-test (**a**–**d**). All data were combined from at least two independent experiments.

Most strokes occur in elderly patients (>65 years of age) and are often associated with concomitant bacterial infections, causing poor disease outcomes^30^. To test whether NET formation after stroke impacts intestinal B cell survival in aged animals, we performed experiments in 16-month-old mice. We observed a similar induction of citH3-DNA complexes, loss of IgA-switched B cells and mature plasma cells in PP and SI LP after stroke in aged mice as compared to young mice (Fig. 7e–g). Moreover, stroke in aged mice also reduced the amounts of circulating IgA (Fig. 7h). The findings that the GSDMDi reduced the loss of total B and T cells in PP and spleen after stroke in both young and aged mice further support the significance of this pathway in systemic and intestinal lymphoid tissues (Extended Data Fig. 9a–d). Notably, these mechanisms appear independent of the host age and are influenced only by the event of ischemic stroke-mediated brain injury.

Immunodeficiency after sterile inflammation often makes patients susceptible to bacterial respiratory tract infections^11^. Therefore, we investigated whether inhibition of NETs, which prevents the loss of lymphocytes (Fig. 7b,f) and stabilizes plasma IgA (Fig. 7d,h) after stroke, can reduce lung bacterial burden in infected mice. For this, stroke mice were treated with LDC7559 for 3 d after injury and then infected with *Streptococcus pneumoniae* and analyzed for bacterial load in the lungs 1 d later (Fig. 7i). Strikingly, stroke mice showed more than 100-fold increased bacterial counts in the lungs compared to infected sham mice. This high burden was reduced more than six-fold by the inhibition of NET release after brain injury (Fig. 7j).

To evaluate the relevance of our experimental findings for the clinical reality, we analyzed circulating NETs in plasma samples of humans with ischemic stroke and MI. Our data showed higher plasma levels of citH3-DNA and NE-DNA complexes in patients with stroke compared to the healthy individuals (Fig. 8a,b). Strikingly, the reduced levels of plasma IgA in patients with stroke were highly significantly correlated with increasing amounts of circulating citH3-DNA complexes (Fig. 8c). Furthermore, the plasma levels of citH3-DNA and NE-DNA complexes were also increased in patients with MI compared to healthy individuals (Fig. 8d,e), and also, here, plasma IgA levels were negatively associated with increased plasma amounts of NETs (Fig. 8f).

**Fig. 8:**
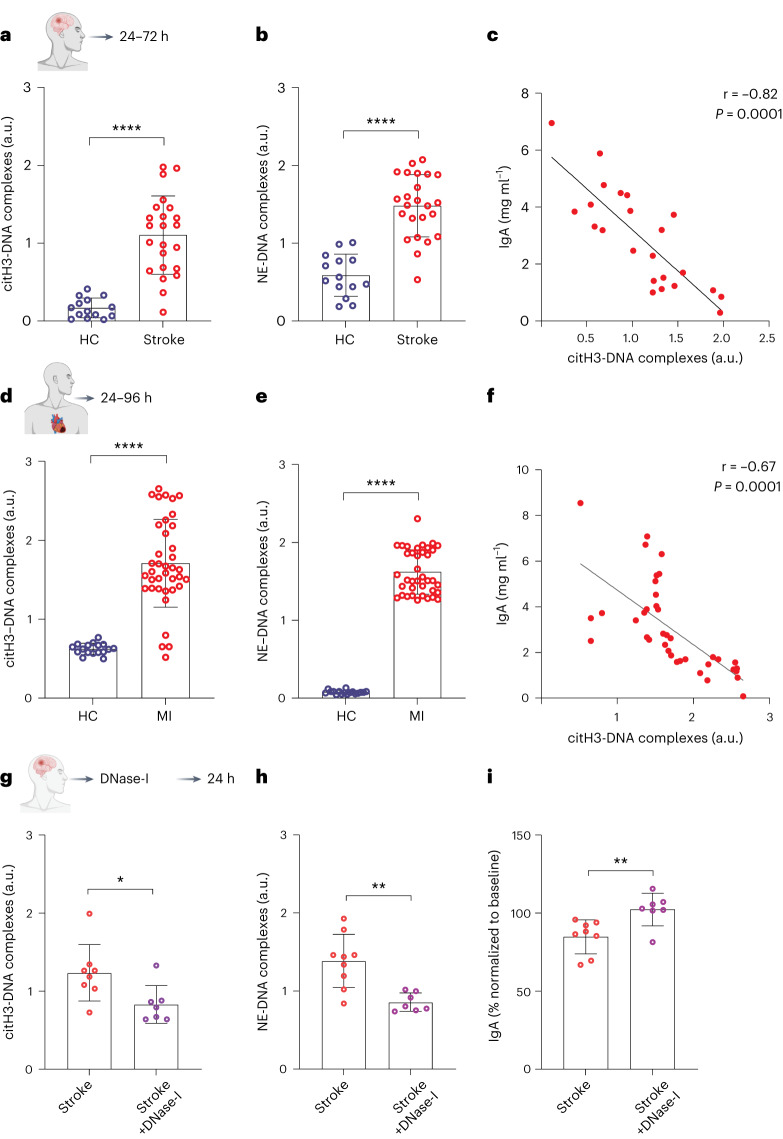
Patients with stroke and MI show increased circulating NETs and reduced IgA levels that can be treated with DNase-I. **a**,**b**, Relative plasma levels of citH3−DNA (**a**) and NE−DNA complexes (**b**) in patients with stroke and healthy individuals (*n* = 14−23 per group, ****P < 0.0001). **c**, A signifi**c**ant negative correlation between plasma citH3-DNA complex levels and IgA amounts in patients with stroke. **d**,**e**, Relative plasma levels of citH3-DNA (**d**) and NE-DNA complexes in patients with MI and healthy controls (*n* = 17−38 per group, ****P < 0.0001). **f**, A significant negative correlation between plasma citH3-DNA complex levels and IgA amounts in MI (*n* = 17−38 per group). **g**,**h**, citH3-DNA (*n* = 7−8 per group, *P = 0.0263) (**g**) or NE−DNA (*n* = 7−9 per group, **P = 0.0012) (**h**) complexes at 24 h after therapy in the plasma of patients with stroke treated at timepoint 0 with tPA alone or combined with recombinant human DNase-I. **i**, Levels of plasma IgA in the same patients with stroke (*n* = 7−8 per group, **P = 0.0093). The IgA data were normalized to the baseline plasma IgA levels of the same individuals before the administration of treatment, and percentage values are presented. Data represent mean ± s.d., Mann−Whitney *U*-test. HC, healthy control; MI, myocardial infarction.

Finally, to confirm the causality of NET-induced IgA loss after stroke in humans, we analyzed the plasma samples (before and 24 h after treatment) of patients treated with standard thrombolysis plus recombinant human DNase-I compared to only thrombolyzed patients adjusted for age and baseline stroke severity in a small-scale clinical trial (https://classic.clinicaltrials.gov/show/NCT04785066). Interestingly, DNase-I therapy reduced the amounts of circulating NETs (Fig. 8g,h). This was associated with stabilization of 24-h plasma IgA levels compared to patients under standard therapy who experienced a substantial IgA drop on the first day after stroke diagnosis (Fig. 8i).

Altogether, our results highlight a previously unknown mechanism of NET-induced mucosal B and T cell death causing immune dysfunction after sterile tissue injuries.

## Discussion

In the present study, we found that both stroke and MI trigger extensive lymphocyte death in the intestinal mucosal tissues, leading to a reduction in systemic Ig levels. Interestingly, lymphocyte death was mediated via NETs released from activated neutrophils after tissue injury.

The lower antibody concentrations in patients with stroke may increase susceptibility to bacterial infections^10^. Of note, more than 70% of detected bacteria in infected patients belong to human intestinal commensals, suggesting the translocation of bacteria through leaky intestinal mucosal barriers^3^. Consequently, mature IgA-secreting plasma cells are key effectors, because they protect mucosal barriers via IgA secretion. The secretory forms of IgA have a short half-life in the timeframe of hours^6^, and immune defenses are supplemented with IgG whose half-life in circulation is many days^7^. This study revealed that the events leading to lymphocyte death after sterile inflammation are not limited to specific cellular subtypes, such as IgA-producing cells, but, in contrast, appear to affect all lymphocytes equally. Of note, SI LP preparations include isolated lymphoid follicles (ILFs), small lymphoid tissues made up mainly of resting naive B cells.

It is clear from our data that both types of tissue injury affect not only B cells but also T cells in studied intestinal tissues. T cells play a major role in the development of Ig-producing B cells in lymphoid tissues, and their loss can also indirectly modulate B cell functions. A specific subset of B cells can synthesize neurotrophins to support neuronal survival^31^. B cell function in neuroregeneration after stroke^32^ might be essential to counteract neuroinflammation induced by intestinal inflammatory T cells^33^. The observed long-term loss of B cells in PP after stroke might have worse consequences on intestinal inflammation and long-term brain recovery. The induction of early B cell loss and ongoing metabolic distress in the remaining cells in PP is likely to cause the reduction in circulating IgA to a large extent. Further effects are probably caused by an active loss of plasma cells in intestinal tissues and a massive loss of splenic B cells.

Previous studies showed ciDNA as an inducer of splenic T cell death^15^. The source of the surplus ciDNA underlying B cell loss after sterile injury, which was so far elusive, was identified in our study to be hyperactivated neutrophils. Several soluble mediators released after sterile tissue injury have been discussed to play a role in activating neutrophils that then induce the formation of toxic NETs—for example, platelet-released HMGB1 (ref. ^34^). NETs consist of DNA, histones and granular proteins and increase collateral inflammation and cell death. A recent study showed that a synergy between histones and DNA in NETs is required to trigger inflammation and cellular toxicity^22^. Our data that DNase-I treatment inhibits lymphocyte loss in PP after tissue injury and can completely remove microvascular thrombi suggest a similar loss of function of NETs after disruption of the DNA backbone.

Recently, we showed that NETs directly induce smooth muscle cell death in arterial inflammation via attached histone H4 proteins^24^. The fact that treatment of B cells with stroke plasma increases apoptotic B cells also shows direct toxicity of NETs or its components. However, this study could not detect NETs in the proximity of lymphocytes in PP, and, hence, it remains elusive whether direct molecular interactions of NET components induce lymphocyte death in PP. NETs play a key role in the formation of vascular thrombosis during sterile tissue injury^27^. The observed extensive thrombus formation in the vasculature of PP after stroke suggests the attractive possibility that the compromised local blood supply affects cell metabolism and, thereby, induces cell death. Defective PP perfusion may also explain the observed long-lasting loss of B cells in PP after stroke.

In addition to NET-mediated loss of immune cells, possibly other factors may induce these changes, such as the intestinal microbiome^35^. However, our findings strongly support the contribution of NETs in triggering B cell loss in intestinal tissues after stroke and MI. Recent studies have suggested GSDMD functions in mediating the release of active IL-1β and NETs by activated neutrophils in mouse models of tissue injury^29,36^. Moreover, NET formation is substantially higher in the elderly, and patients with increased age often present higher infection rates and mortality after stroke^37^. Inhibition of GSDMD with LDC7559 in our study blocked the release of NETs and loss of plasma cells in young and aged mice. Our demonstration that this also directly impacts the bacterial burden in the lungs of stroke mice makes GSDMD a prime target for innovative immunoprotective treatments in sterile inflammation.

Previous studies showed the detrimental effects of NETs on stroke outcome^34^. Our study shows higher levels of circulating NETs in patients with stroke and MI that correlate with reduced IgA levels. Notably, our clinical results with DNase-I treatment fully confirm the experimental data showing the negative impact of NETs on intestinal B cell survival and the amounts of circulating IgA. At present, three registered clinical trials worldwide, including our own, are testing the safety and efficacy of recombinant human DNase-I treatment in patients with ischemic stroke (https://classic.clinicaltrials.gov/show/NCT04785066, https://classic.clinicaltrials.gov/show/NCT05880524 and https://classic.clinicaltrials.gov/show/NCT05203224). The primary endpoints of these clinical trials are to analyze improved early reperfusion and neurological outcomes, but our findings now also show that early NET degradation in patients with stroke might be an appropriate treatment to improve IgA levels. These data suggest that the focus of ongoing clinical stroke trials should be expanded from evaluating neuroprotective outcomes alone to including immunoprotective effects, which could also have beneficial consequences for patients. With our identification of GSDMD as a target for specifically blocking NET release, further trials addressing this pathway are conceivable.

Collectively, our findings demonstrate that stroke and MI lead to a substantial reduction in the amounts of circulating Ig via the induction of NET release and B cell death, especially in intestinal mucosal tissues. These results open attractive treatment options by targeting NET release or function—for example, via GSDMD blockade—as emergency therapy in patients with stroke or MI.

## Methods

### Mice

All animal experiments were performed following ethical guidelines and were approved by the local authority, Landesamt für Natur, Umwelt und Verbraucherschutz, under permission numbers G1713/18, G1719/19, G1650/17 and G1757/19. In all experiments, male C57BL/6JHsd wild-type mice (10–12 weeks old) were received from Envigo, Netherlands, for stroke experiments, and male C57BL/6JRj wild-type male mice (10–12 weeks old) were obtained from Janvier Labs, France, for MI experiments. For experiments on aged mice, 16-month-old C57BL/6JHsd wild-type male mice were used. Mice were housed in individually ventilated cages with dark/night cycles (12 h/12 h). The room temperature was 21–23 °C with 40–60% humidity. The intestinal tissues of 10-week-old male *Igh-J*^*tm1Cgn*^/J (J_H_T^−/−^) mice were received from Ari Waisman. Mice were randomly divided into two groups that underwent sham surgery or ischemic brain or myocardial injury. All experiments were performed and reported according to ARRIVE guidelines.

### Mouse model of brain injury

Brain injury was induced by tMCAO. In brief, a laser Doppler flow probe was attached to the skull above the core of the middle cerebral artery (MCA) territory. Mice were placed on a feedback-controlled heat pad during surgery. The common carotid artery (CCA) and left external carotid arteries were identified and ligated. A 2-mm silicon-coated filament (702234PK5Re, Doccol) was inserted into the internal carotid artery to occlude the MCA. Brain ischemia was validated by a stable reduction of blood flow to ≤20% of baseline. After 1 h of occlusion, the filament was removed for the reestablishment of blood flow. Preoperative buprenorphine (0.1 mg kg^−1^ body weight, subcutaneous (s.c.)) and postoperative carprofen (4–5 mg kg^−1^ body weight, s.c.) were injected. Sham-operated mice underwent the same surgical protocol except that the filament was inserted into the CCA and immediately removed.

### Mouse model of myocardial injury

Male C57BL/6JRJ mice (aged 9–15 weeks) were subjected to a myocardial ischemia–reperfusion injury. In brief, mice were anesthetized with ketamine (100 mg kg^−1^, intraperitoneal (i.p.)) and xylazine (10 mg kg^−1^). Mice were then orally intubated and ventilated throughout the operation procedure, with 0.8 L min^−1^ air and 0.2 L min^−1^ O_2_ at a tidal volume of 250 μl per stroke and a breathing frequency of 140 strokes per mininute with 2% isoflurane to ventilated air as maintenance anesthesia. After the left lateral thoracotomy, the left coronary artery was ligated. After 45 min of ischemia, the affected myocardium was reperfused.

### Clinical patient populations

All study participants or legal surrogates provided written informed consent following the Declaration of Helsinki and the International Conference on Harmonization Guidelines for Good Clinical Practice. All regulations were followed according to local authorities and according to the clinical protocols. No compensation was offered for study participation. Patient cohort details can be found in Supplementary Table 1. Patients with ischemic stroke were recruited within 10 d of symptom onset through the emergency department at the University Hospital Essen, Germany. All patients had a first-time diagnosis of ischemic stroke, and their stroke severity was defined according to the National Institutes of Health Stroke Scale. Ethical approval for use of the plama of healthy individuals and patients with stroke was granted as per the institutional ethics board committee of the University Hospital Essen (study numbers 18-8408-BO and 23-11200-BO).

Human plasma samples from acute ischemic stroke patients treated with or without DNase-I were collected from the NeutroStroke and IMPRESS studies (ClinicalTrials.gov: NCT02900833 and NCT04663399; https://classic.clinicaltrials.gov/show/NCT04785066) at the Rothschild Foundation Hospital, Paris, France, with the stated approval numbers. Blood was collected in EDTA (BD Vacutainer 4 ml, K3E 7.2 mg) from the femoral artery for the baseline (before endovascular therapy (EVT)) and from a venous brachial puncture at 24 h after EVT. Ethical approval for use of the plasma of healthy controls and patients with MI was granted as per the institutional ethics board committee of the University Hospital Essen (study number 23-11200-BO) and from the Universität Münster, Münster, Germany (study numbers 2021-424-f-S and 2021-532-f-S). Blood samples were taken within 4 d after ST-segment elevation MI.

### Quantification of brain infarct volumes

For the calculation of brain infarct volumes, brains were removed and frozen on dry ice. Then, 20-μm cryosections were cut at 500-μm intervals and stained with cresyl violet. All sections were scanned using 600 dpi and analyzed using ImageJ software (National Institutes of Health). Using a scale of 23.62 pixels per millimeter, the area of non-stained infarct tissue was measured and integrated into the total brain. An edema correction for brain infarct volume was performed using the following formula: (ischemic area) = (direct lesion volume) − [(ipsilateral hemisphere) − (contralateral hemisphere)]. The lesion volume per hemisphere was presented as mm^3^.

### Single-cell preparations from lymphoid organs and flow cytometry analysis

Mice were deeply anesthetized, and blood was collected via cardiac puncture and added into EDTA-containing tubes. Mice were perfused with PBS, and the spleen, BM, mLN and PP were collected in cold PBS. Single-cell suspensions were prepared by mincing the tissues in PBS and filtered through 70-μm cell filters. Single-cell suspensions were kept on ice until further use. After the isolation of PP, LP lymphocytes were isolated^38^. In brief, small intestine was washed and transferred into 15 ml of EDTA-DTT buffer containing 1 mM EDTA and 1 mM DTT and incubated at 37 °C and 250 r.p.m. for 15 min on a shaker. Afterwards, samples were filtered through a 70-µm filter, and the remaining tissues were transferred to digestion media containing 5 µg ml^−1^ Liberase (5401054001, Roche) and 10 µg ml^−1^ DNase-I (11284932001, Roche), incubated at 37 °C and 250 r.p.m. for 35 min. Samples were filtered through a 70-µm cell strainer and washed with PBS. After centrifugation at 450*g* for 10 min, cell pellets were resuspended in 44% Percoll and layered over 67% Percoll solution. Samples were then centrifuged at 520*g* for 30 min at 14 °C. Cells at the interface were collected, counted and used for staining with fluorochrome-conjugated antibodies against cell surface markers. Detailed information on used antibodies and reagents is provided in Supplementary Tables 2 and 3. Stained cells were measured on a BD FACSAria flow cytometer and analyzed using FlowJo software.

### PP cell culture and plasma treatment

The single-cell preparations were prepared from PP isolated from naive mice and plated into 96-well plates at a density of 2.5 × 10^5^ per well in TexMACS Medium (130-097-196, Miltenyi Biotec) with 1% penicillin–streptomycin. Mice were euthanized 6 h after surgery, and plasma was prepared by centrifugation of EDTA-blood at 8,000*g* for 10 min. Afterwards, cells were treated with plasma from stroke or sham-operated mice at 30% final concentration. For the degradation of DNA in stroke plasma, samples were treated with DNase-I (10 U ml^−1^) at 37 °C for 30 min and then added to the cell cultures. Cells were incubated at 37 °C in 5% CO_2_ for 12 h. At the end of incubation, cell death stainings were performed.

### Cell death stainings

Caspase-3/7 reagent (C10427, Thermo Fisher Scientific) was added to the cell cultures and incubated at 37 °C in 5% CO_2_ for 30 min. In addition, apoptotic cells were detected using Annexin V (640906, BioLegend) and propidium iodide (P4864, Sigma-Aldrich) staining followed by surface staining with cell surface markers and flow cytometry analysis.

### In vivo degradation of ciDNA and inhibition of NET release

For the degradation of ciDNA, mice were injected immediately after the onset of stroke or MI with recombinant DNase-I (11284932001, Roche; 1,000 U per mouse in 100 µl of saline, intravenous (i.v.)). NET generation was inhibited using Cl-amidine or LDC7559. The stock solution of Cl-amidine (506282, Millipore) was dissolved in dimethyl sulfoxide and then further diluted in PBS. After brain injury induction, Cl-amidine was injected i.p. at 10 mg kg^−1^. The stock solution of LDC7559 (HY−111674, MedChemExpress) was dissolved in DMSO and then further diluted in corn oil and injected i.p. at 10 mg kg^−1^ after surgery. Control mice were injected with an equal amount of vehicles.

### Depletion of neutrophils and B cells

Neutrophil depletion was achieved by the injection of anti-Ly6G antibody (BE0075-25, Bio X Cell, 100 µg per mouse, i.p.) followed by anti-rat antibody (BE0122, 100 µg per mouse, i.p.) injection on the next day. Mice were once more injected with anti-Ly6G antibody (100 µg per mouse) before performing surgery. Control mice received the same amounts of rat IgG2a isotype antibodies (BE0089, Bio X Cell). B cells in naive mice were depleted by the injection of anti-CD20 antibody (BE0356, Bio X Cell, 100 µg per mouse, i.p.). The depletion of circulating neutrophils was verified by intracellular staining with fluorochrome-conjugated Ly6G antibody (clone 1A/8) using a FoxP3/transcription factor staining kit followed by flow cytometry analysis.

### Optical clearing of PP

The intestinal tissues containing PP were embedded in 1.5% low-melting agarose and fixed with 4% paraformaldehyde (PFA) in PBS overnight at 4 °C. Samples were then treated with a series of ethanol (EtOH) solutions starting from 30% and 60%, 80% and two times 100% for 12 h on an orbital shaker (50 r.p.m. at 4 °C). At last, samples were treated with ethyl cinnamate (ECi) to match the refractive index, and cleared samples were imaged using LSFM (UltraMicroscope Blaze, Miltenyi Biotec). The images were acquired with a zoom factor of ×3.2 with an interval of 5 µm. For volume analysis, the images were processed using Imaris software version 9.5.1.

### Whole-mount staining of PP and LSFM analysis

Intestinal samples were fixed in 4% PFA and transferred to 1 ml of permeabilization buffer containing 20% DMSO, 1% Triton X-100 and 2.3 g per 100 ml of glycine in PBS. Samples were treated with a blocking buffer containing 3% rat serum and anti-mouse CD16/32 antibody for 30 min. Then, samples were incubated with anti-CD19 AF594 and anti-CD3 AF647 antibodies overnight. In separate experiments requiring microvascular staining, mice were injected with anti-CD31 and anti-GPIbβ antibodies and euthanized after 30 min to prepare intestinal tissues. Samples were washed and embedded in 1.5% low-gelling agarose and dehydrated in serial dilutions of EtOH (40%, 60%, 80% and 100%) for 1 h in each solution. Samples were finally transferred to ECi, and cleared samples were imaged by LSFM. The quantification of GPIbβ^+^ volumes as an indicator of platelet aggregation and total GPIbβ^+^ thrombi volume in CD31^+^ blood vessels was performed using the Imaris surface rendering function.

### Quantification of IgA and IgG

Patient plasma was collected after centrifugation of EDTA blood and used to measure Ig levels using ELISA kits, as described by the manufacturer (IgA, 88-50600-22, Thermo Fisher Scientific; IgG, 88-50550-88, Thermo Fisher Scientific). Mice plasma and fecal samples were processed and used to measure Ig levels using immunoassay kits as described by the manufacturer (IgA, 88-50600-22, Thermo Fisher Scientific; IgG, 88-50550-88, Thermo Fisher Scientific).

### Quantification of plasma DNA and NETs in plasma samples

Total DNA amounts in plasma were measured using a Qubit dsDNA HS Assay Kit (Q32851, Thermo Fisher Scientific). NET quantification was performed based on citH3 or NE associated with DNA^39,40^. Anti-histone H3 antibody or NE antibody coated 96-well plates were prepared to measure NET amounts using a Cell Death ELISA^PLUS^ Kit (11774425001, Roche).

### Purification of B cells for RNA-seq and liquid chromatography–mass spectrometry

B cells from intestinal PP were purified using a Pan B Cell Isolation Kit II as described by the manufacturer (130-095-813, Miltenyi Biotec), providing B cells with small amounts of intestinal epithelial and endothelial cells. To further enrich B cell preparations, cell suspensions were further purified using direct B cell labeling with CD45 microbeads using MojoSort Mouse CD45 Nanobeads (480028, BioLegend). This isolation procedure provides B cells with a purity of 99% or greater. Afterwards, RNA was isolated using an RNeasy Micro Kit (74004, Qiagen).

### RNA-seq analysis

The quality of sequenced reads was determined with FastQC (version 0.11.9)^41^ and Illumina adapters, and low-quality reads with Phred scores less than 20 were trimmed with Trimmomatic (version 0.39)^42^. Kallisto (version 0.48.0-1)^41^ was used to pseudo-align reads to the GRCm38 release 102 genome assembly from Ensembl and subsequently to quantify transcript expression as transcripts per million (TPM). Transcripts with less than 1 TPM across all 12 samples were removed, and, in R (version 4.1.2), a Wald test from the Sleuth package (version 0.30.0)^43^ was used to analyze differential expression between the sham-operated and stroke sample groups at the gene level, with significance set at *P* < 0.05. Gene Ontology (GO) Biological Process^44^ enrichment analysis was also performed in R, with the clusterprofiler package (version 4.0.5)^45,46^, and significance was defined as FDR-adjusted *P* < 0.05. In GSEA, the dot size indicates the ratio of the overlap of differentially expressed genes with single GO term gene sets to the overlap of differentially expressed genes with the sum of all unique GO term genes queried.

### Cryosectioning and staining of PP

Intestinal PP were fixed frozen, and 10-µm-thick histological sections were prepared. The sections were stained with antibodies CD3-AF647 (100209, BioLegend) CD19-AF594 (115552, BioLegend) and anti-MPO (ab9535, Abcam) in a blocking buffer at 4 °C overnight. For a different set of staining, intestinal sections were stained with EpCAM-AF594 (118222, BioLegend) and GL7-AF647 (144606, BioLegend) in a blocking buffer at 4 °C overnight. For MPO staining, sections were washed three times in DPBS and incubated with secondary antibody donkey anti-rabbit AF488 (A32790, Invitrogen) in a blocking buffer for 2 h at room temperature. All sections were then washed three times with DPBS, and cell nuclei were stained with DAPI for 10 min at room temperature. Sections were washed and mounted in Dako Fluorescence Mounting Medium (Agilent Technologies) and analyzed using a confocal microscope.

### Proteomics analysis of circulating neutrophils and PP B cells

Purified blood neutrophils and PP B cells were used for proteomics analysis. The tryptic digest peptides were taken forward for label-free quantitative proteomic analysis on an Orbitrap Eclipse Tribid Mass Spectrometer coupled to a nanoflow liquid chromatography system. The peptides were separated on a C-18 reversed-phase nanocolumn (Acclaim PepMap 100, 75 μm × 50 cm, Thermo Fisher Scientific) with the gradient of 3–35% solvent B (B is 84% acetonitrile and 0.1% formic acid) for 90 min at a flow rate of approximately 400 nl min^−1^. The eluted peptides from the C-18 nanocolumn were subjected to nanospray ionization and analyzed by an Orbitrap mass analyzer at a resolution of 120,000, followed by high-energy collision dissociation and tandem mass spectrometry spectra analysis by ion trap. All data were acquired in a data-dependent manner with a 3-s cycle time. All mass spectrometry raw datasets were analyzed using Proteome Discoverer version 2.5.0.400 with an in-built search engine, MASCOT, against the UniProt mouse database (UP000000589, downloaded on 10 August 2019). Missing values were imputed with low sampling abundance. The data were further normalized based on the total peptide amount and scaled before statistical analysis (that is, *t*-test and FC). Functional enrichment of statistically significant proteins was performed in g:Profiler. Data visualization was done using R (https://github.com/Susmita-isas/Stroke-mice-/new/main and https://ggvolcanor.erc.monash.edu/) and SR plot.

### Intratracheal *S. pneumoniae* infection model

For bacterial lung infection, a pneumococcal serotype 1 strain (*S. pneumoniae* SV1, American Type Culture Collection, 33400) was used as described previously^47^. In brief, *S. pneumoniae* culture was grown overnight on Columbia blood agar plates (Oxoid, PB5039A) at 37 °C; single colonies were resuspended and cultured in 10 ml of Brain Heart Infusion broth (Thermo Fisher Scientific, TV5090E) to mid-logarithmic phase (OD_600_ = 0.045–0.055; NanoDrop 1000); and 800 µl of culture was frozen at −80 °C with 200 µl of 86% glycerol. For infection, bacteria were cultured to mid-logarithmic phase, centrifuged at 1,500*g* for 10 min at 4 C and resuspended in 550 µl of PBS. Then, 50 µl bacterial solution per animal corresponding to 1 × 10^8^ colony-forming units (CFUs) of *S. pneumoniae* was used for infection. Mice were intratracheally inoculated with bacteria after 3 d of sham or stroke surgery. One day after infection, mice were euthanized, and different tissues were collected. Lungs were removed aseptically, and right lung lobes were analyzed for bacterial cultures by dissociating in 2 ml of PBS via gentleMACS dissociator M tubes with a cell strainer. After centrifugation, supernatants were plated onto blood agar plates in 10-fold dilutions and incubated for 24 h at 37 °C. Afterwards, CFUs on blood agar plates were counted.

### Deep-learning-based pipeline for B cell volume analysis of 3D images

The volume of B cells and T cells was measured from the segmentation results of the corresponding channels of the 3D LSFM images. A human-in-the-loop deep-learning-based segmentation method was employed to obtain the final segmentation results. The overall segmentation workflow was generalized from the iterative deep learning workflow in the Allen Cell and Structure Segmenter and demonstrated in Extended Data Fig. 1h. The images were downsampled in *x*–*y* dimensions by a ratio of 0.25. The neural network architecture was the enhanced 3D UNet, trained with a weighted sum of DICE loss and cross-entropy loss on a single NVIDIA A100 GPU. For the final volume analysis, volumes in pixels obtained from volume analysis were converted to micrometer cubes, by multiplying with the voxel size of 0.975 × 0.975 at 5-µm intervals.

### Statistical analysis

Data were analyzed using GraphPad Prism version 9.0. After testing for normality using the Shapiro–Wilk normality test, for comparisons between more than two Gaussian distributed groups, ordinary one-way ANOVA with Bonferroni’s multiple comparison post hoc tests were used. The comparisons between the two non-Gaussian distributed groups were analyzed using the Kruskal–Wallis test. Non-Gaussian distributed two groups were compared via two-tailed Mann–Whitney *U*-test, and Gaussian distributed two groups were compared via *t*-test. Differences with *P* ≤ 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Tables Supplementary Table 1: Description of clinical sampling and patient information. Supplementary Table 2: List of commercial antibodies. Supplementary Table 3: List of commercial kits and chemicals.

Reporting Summary

Video 1 Cellular architecture of PP.

Video 2 PP size after sham and stroke.

Video 3 Vascular platelet aggregation in PP after stroke.

### Source data

Source Data Fig. 1 Source data for all figures and extended data figures.

## Data Availability

All data supporting the findings in this study are included in the main article and its associated files. All RNA-seq and mass spectrometry data can be found under accession numbers GSE254410 and PXD044644, respectively.

# Supplementary material for: Stroke and myocardial infarction induce neutrophil extracellular trap release disrupting lymphoid organ structure and immunoglobulin secretion
**Source:** Nat Cardiovasc Res. 2024 Apr 23;3(5):525–40. doi: 10.1038/s44161-024-00462-8
**Supplement:** Supplementary file 1 — Supplementary Table 1: Description of clinical sampling and patient information. Supplementary Table 2: List of commercial antibodies. Supplementary Table 3: List of commercial kits and chemicals.

# **Stroke and myocardial infarction induce neutrophil extracellular trap release disrupting lymphoid organ structure and immunoglobulin secretion**

---

In the format provided by the  
authors and unedited

**Supplementary Table 1: Description of clinical sampling and patient information.**

| <b>Stroke patients</b>                 | <b>Stroke (n=23)</b>       | <b>Healthy controls (n=15)</b> |
|----------------------------------------|----------------------------|--------------------------------|
| Age, mean (SD)                         | 68 (12)                    | 67 (11)                        |
| Sex (female%)                          | 21%                        | 21%                            |
|                                        |                            |                                |
| NIHSS, mean                            | 15.4                       | n/a                            |
| Sampling time after stroke (mean [SD]) | 1 d – 10 d (31.7 h [18 h]) | n/a                            |

| <b>DNase-I treated stroke patients</b> | <b>Stroke (n=9)</b> | <b>Stroke + DNase-I (n=7)</b> |
|----------------------------------------|---------------------|-------------------------------|
| Age, mean (SD)                         | 74.1 (8)            | 74.6 (11)                     |
| Sex (female%)                          | 5/9 (56%)           | 6/7 (86%)                     |
| NIHSS, mean                            | 18.25               | 19.5                          |
| Sampling time                          | 0 and 24 h          | 0 and 24 h                    |

| <b>Myocardial infarction patients</b> | <b>Myocardial infarction (n=38)</b> | <b>Healthy controls (n=17)</b> |
|---------------------------------------|-------------------------------------|--------------------------------|
| Age, mean (SD)                        | 60 (12)                             | 60 (11)                        |
| Sex (female%)                         | 10%                                 | 11%                            |
| Sampling time after MI (mean [SD])    | 0-96 h (54 h [22.7])                | n/a                            |

**Supplementary Table 2: List of commercial antibodies**

| Company       | Catalog Number | Marker                                           | Clone                     | Fluorophore          | Dilution     |
|---------------|----------------|--------------------------------------------------|---------------------------|----------------------|--------------|
| BioLegend     | 103140         | CD45                                             | 30-F11                    | Brilliant Violet 605 | 1:400        |
| BioLegend     | 100204         | CD3                                              | 17A2                      | FITC                 | 1:200        |
| BioLegend     | 127608         | Ly6G                                             | 1A/8                      | PE                   | 1:500        |
| BioLegend     | 127608         | IgA                                              | mA-6E1                    |                      | 1:500        |
| BioLegend     | 142506         | CD138                                            | 281-2                     | APC                  | 1:500        |
| Thermo Fisher | 48-5993-82     | IgD                                              | 11-26C                    | eFluor 450           | 1:200        |
| BioLegend     | 144604         | GL7                                              | GL7                       | FITC                 | 1:100        |
| BioLegend     | 103244         | B220                                             | RA3-6B2                   | Brilliant Violet 605 | 1:250        |
| BioLegend     | 406001         | IgG                                              | Poly4060                  | FITC                 | 1:200        |
| Thermo Fisher | 48-0112-82     | CD11b                                            | M1/70                     | eFluor 450           | 1:200        |
| Thermo Fisher | 17-5790-82     | IgM                                              | II/41                     | APC                  | 1:400        |
| BioXcell      | BE0122         | Mouse, anti-rat Kappa Immunoglobulin Light Chain | MAR 18.5                  |                      | 100 µg/mouse |
| BioXcell      | BE0356         | Anti-CD20                                        | MB20-11                   |                      | 100 µg/mouse |
| BioXcell      | BE0089         | Rat IgG2a isotype control                        | 2A3                       |                      | 100 µg/mouse |
| BioXcell      | BE0075         | Anti-Ly6G                                        | RB6-8C5                   |                      | 100 µg/mouse |
| BioLegend     | 115552         | CD19                                             | 6D5                       | AlexaFluor 594       | 1:100        |
| BioLegend     | 100209         | CD3                                              | 17A2                      | AlexaFluor 647       | 1:100        |
| BioLegend     | 102528         | CD31                                             | MEC13.3                   | APC/Fire 750         | 7.5 µg       |
| Emfret        | X-649          | Gp1b-beta                                        | Anti-gPIb beta derivative | DyLight649           | 3 µg         |
| BioLegend     | 127626         | Ly6G                                             | 1A8                       | AlexaFluor 488       | 1:200        |
| Abcam         | Ab5103         | citH3                                            | polyclonal                | unconjugated         | 1:200        |
| Abcam         | Ab9535         | MPO                                              | polyclonal                | unconjugated         | 1:200        |
| BioLegend     | 118222         | EpCAM                                            | G8.8                      | AlexaFluor 594       | 1:100        |
| BioLegend     | 144606         | GL7                                              | GL7                       | AlexaFluor 647       | 1:100        |
| Carl Roth     | 2871890-3      | DAPI                                             |                           |                      | 1:500        |
| BioLegend     | 101320         | CD16/32                                          | 93                        | TruStain FcX         | 1:1000       |
| Abcam         | Ab68672        | Neutrophil elastase                              | polyconal                 | unconjugated         | 5 µg/mL      |
| Thermo Fisher | A32790         | Donkey, anti Rabbit IgG                          |                           | AlexaFluor 488       | 1:200        |
| BioLegend     | 152410         | CD19                                             | 1D3                       | APC                  | 1:500        |

**Supplementary Table 3: List of commercial kits and chemicals**

| <b>Kits</b>                             | <b>Company</b>           | <b>Catalog Number</b> |
|-----------------------------------------|--------------------------|-----------------------|
| FoxP3/transcription Factor staining kit | Thermo Fisher Scientific | 00-5523-00            |
| ELISA kit IgA                           | Thermo Fisher Scientific | 88-50600-22           |
| ELISA kit IgG                           | Thermo Fisher Scientific | 88-50550-88           |
| Immunoassay kit IgA                     | Thermo Fisher Scientific | <b>88-0450-22</b>     |
| Immunoassay kit IgG                     | Thermo Fisher Scientific | <b>88-50400-22</b>    |
| Qubit™ dsDNA HS-Assay-Kit               | Thermo Fisher Scientific | Q32851                |
| Cell Death ELISA <sup>PLUS</sup> kit    | Roche GmbH               | 11774425001           |
| Pan B Cell Isolation Kit II             | Miltenyi Biotec          | 130-095-813           |
| MojoSort™ Mouse CD45 Nanobeads          | BioLegend                | 480028                |
| RNeasy Micro Kit                        | Qiagen                   | 74004                 |
|                                         |                          |                       |
| <b>Chemicals</b>                        | <b>Company</b>           | <b>Catalog Number</b> |
| Cresyl violet                           | Carl Roth                | 7651.1                |
| Liberase                                | Roche                    | 5401054001            |
| DNase-I                                 | Roche                    | 11284932001           |
| TexMACS™ Medium                         | Miltenyi Biotec          | 130-097-196           |
| Caspase 3/7 reagent                     | Thermo Fiser Scientific  | C10427                |
| Annexin V                               | BioLegend                | 640906                |
| Propidium iodide                        | Sigma-Aldrich            | P4864                 |
| Cl-amidine                              | Merck Millipore          | 506282                |
| LDC7559                                 | MedChemExpress           | HY-111674             |
| Dako Fluorescence Mounting Medium       | Agilent Technologies     |                       |
| Brain-Heart Infusion broth              | Thermo Fisher Scientific | TV5090E               |

# Supplementary material for: Stroke and myocardial infarction induce neutrophil extracellular trap release disrupting lymphoid organ structure and immunoglobulin secretion
**Source:** Nat Cardiovasc Res. 2024 Apr 23;3(5):525–40. doi: 10.1038/s44161-024-00462-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection UltraMicroscope BLAZE

Data analysis  
[https://github.com/MMV-Lab/peyers\\_patch](https://github.com/MMV-Lab/peyers_patch)  
<https://zenodo.org/record/6302990#>  
 ImageJ software  
 IMARIS  
 Trimmomatic (version 0.39)  
 Kallisto (version 0.48.0-1)  
 R (version 4.1.2)  
 Proteome Discoverer v.2.5.0.400

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings in this study are available within the paper and its supplementary information. RNA sequencing, neutrophil proteomics and B cell proteomics data are provided in data source files. All RNA-seq and mass spectrometry data can be found under accession numbers GSE254410 and PXD044644 respectively. RNA sequencing reads were aligned to GRCh38 release 102 genome assembly from ENSEMBL. All details for model training and inference can be found at [https://github.com/MMV-Lab/peyers\\_patch](https://github.com/MMV-Lab/peyers_patch). The trained models are available at <https://zenodo.org/record/6302990#>. YhyocqyMI2x for reproducibility. Any animal materials for researchers are available upon a reasonable request to the corresponding authors.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Participants for the stroke and myocardial infarction cohort were recruited without sex difference considerations and both cohorts include mixed sex patients. Respective patient characteristics can be found in materials and methods "Clinical Patient Populations" section. Control groups were selected in the same sex ratios as in the patient cohort.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Population characteristics  | Humans enrolled were ischemic stroke or myocardial ischemia patients within ten days of symptom onset and with an age of 40-85. Same age-sex matched healthy controls were included without corresponding diseases.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Recruitment                 | Patient recruitment was done in respective clinical inpatient clinics according to NIHSS scoring, ST-elevation myocardial infarction diagnosis and informed patient consent.<br>Healthy controls were recruited via newsletter and inpatient clinic (for mild pain clinic without any other accompanying disorders) announcements. No compensation was offered. The experimentalist was blinded to the sample groups and no Bias was expected in final quantitative immunoassay based data.                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight            | The ethical approval for the use of healthy and stroke patients' plasma was granted as per the institutional ethics board committee of the University Hospital Essen (Study number: 18-8408-BO and 23-11200-BO).<br>Human plasma samples from acute ischemic stroke patients treated with or without IV DNase were collected from the NeuroStroke and IMPRESS studies at (Clinical Trial: NCT02900833 and NCT04663399)31 at the Rothschild Foundation Hospital, Paris, France with the stated approval numbers.<br>The ethical approval for the use of healthy controls and myocardial infarction patients' plasma was granted as per the institutional ethics board committee of the University Hospital Essen (Study number: 23-11200-BO) and from the Universität Münster, Münster, Germany (Study Number: 2021-424-f-S and 2021-532-f-S). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Each experimental group contains more than three animals per group. Respective animal numbers per experiment are stated in the figure legends. The sample size was calculated using G*Power Software. For this, F-test (ANOVA: Fixed effects, omnibus, one-way) and a priori power analysis with the given parameters (Effect size, $\alpha$ error and power) was performed. Number of human samples are stated in the extended data table. |
| Data exclusions | Laser doppler flow (LDF) was measured for the ischemic stroke surgeries and less than 80% blood flow reduction compared to baseline was considered as insufficient ischemia induction and the animals/data resulting from any related experiments were excluded from analysis.                                                                                                                                                              |
| Replication     | All experiments were repeated three to five times and successfully reproduced the gained results.                                                                                                                                                                                                                                                                                                                                           |
| Randomization   | Animals were randomized before treatments and surgical procedures. Stroke patients were selected based on the diagnosis of ischemic                                                                                                                                                                                                                                                                                                         |

|               |                                                                                                                                                                                                                           |
|---------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Randomization | stroke and stroke severity was defined according to the National Institutes of Health Stroke Scale (NIHSS). Blood samples from myocardial infarction patients were taken within four days following ST-segment elevation. |
| Blinding      | Experimentators were blinded to the treatment groups until final data was analyzed.                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Flow cytometry:</p> <p>CD45 (30-F11), Biolegend, Cat. No:103140, 1:400</p> <p>CD3 (17A2), Biolegend, Cat. No:100204, 1:200</p> <p>CD19 (1D3), Biolegend, Cat. No:152410, 1:500</p> <p>Ly6G (1A/8), Biolegend, Cat. No:127608, 1:500</p> <p>IgA (mA-6E1), Biolegend, Cat. No:127608, 1:500</p> <p>CD138 (281-2), Biolegend, Cat. No:142506, 1:500</p> <p>IgD (11-26C), Invitrogen, Cat. No:48-5993-82, 1:200</p> <p>GL7 (GL7), Biolegend, Cat No:144604, 1:100</p> <p>B220(RA3-6B2), Biolegend, Cat. No:103244, 1:250</p> <p>IgG (Poly4060), Biolegend, Cat. No: 406001, 1:200</p> <p>CD11b (M1/70), Invitrogen, Cat. No:48-0112-82, 1:200</p> <p>IgM (II/41), eBioscience, Cat. No:17-5790-82, 1:400</p> <p>In vivo depletion:</p> <p>Anti-Ly6G antibody (Cat. BE0075-25, 175 Bioxcell) 100 µg/mouse, anti-rat antibody (Cat. BE0122, Bioxcell) 100 µg/mouse, rat IgG2a isotype control (Cat. BE0089, Bioxcell), 100 µg/mouse and anti-CD20 antibody (Cat. BE0356, Bioxcell) 100 µg/mouse</p> <p>Histological immunofluorescence /Light Sheet Fluorescence Microscopy:</p> <p>CD19 (6D5), Biolegend, Cat. No:115552, 1:100</p> <p>CD3 (17A2), Biolegend, Cat. No:100209, 1:100</p> <p>CD31 (MEC13.3), Biolegend, Cat. No:102528, 10 µg</p> <p>Gp1b-beta (anti - GPIIb beta derivative), Emfret, Cat. No:X-649, 3 µg</p> <p>Ly6G (1A8), Biolegend, Cat No:127626, 1:200</p> <p>citH3 (polyclonal), Abcam, ab5103, 1:200</p> <p>MPO (polyclonal), Abcam, Cat No: ab9535, 1:100</p> <p>EpCAM (G8.8), Biolegend, Cat. No:118222, 1:100</p> <p>GL7 (GL7), Biolegend, Cat No:144606, 1:100</p> <p>Donkey, anti-rabbit, Invitrogen, Cat. No:A32790, 1:200</p> <p>DAPI, Carl Roth, Cat. No: 2871890-3, 1:500</p> <p>CD16/32, Biolegend, Cat. No:101320, 1:1000</p> <p>ELISA:</p> <p>citH3 (polyclonal), Abcam, ab5103, 5 µg/ml</p> <p>NE (polyclonal), Abcam, ab68672, 5 µg/ml</p> |
| Validation      | <p>All antibodies were bought from commercial suppliers described in the manuscript or reporting summary. We selected antibody clones and companies that were widely used in literature. After titration tests and single- and multicolor stainings with antibodies against target populations, the analysis were made to compare efficiency and specificity. In case different lots are used, same samples are stained with old/new lots at the same time with exact dilutions to compare variability. Respective validations supplied by the manufactureres are also available in the respective websites reached by catalog number searches.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57/BL6/J 10-12 weeks old wildtype mice for stroke experiments, C57BL/6JRJ 10-12 weeks old wildtype mice for myocardial ischemia experiments and Igh-Je Jtm1Cgn/J (JHT) 12 weeks old naive mice for imaging. Mice were housed in individually ventilated cages (IVC) with dark/night cycle (12 h /12 h) and room temperature 21-23°C with 40-60% humidity. |
| Wild animals            | The study did not use wild animals.                                                                                                                                                                                                                                                                                                                        |
| Reporting on sex        | Only male animals were used.                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | The study did not use field-collected samples.                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | Studies were ethically approved by local authority, Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen, under permission numbers G1713/18; G1719/19; G1650/17; G1757/19 and conducted in accordance with the ARRIVE guidelines.                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                                                                                                                            |
|-----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | NCT02900833 and NCT04663399                                                                                                                                                                                                |
| Study protocol              | <a href="https://clinicaltrials.gov/study/NCT02900833">https://clinicaltrials.gov/study/NCT02900833</a><br><a href="https://www.clinicaltrials.gov/study/NCT04663399">https://www.clinicaltrials.gov/study/NCT04663399</a> |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i>                                                                                                   |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>                                                                                                            |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                     |
|---------------------------|-----------------------------------------------------------------------------------------------------|
| Sample preparation        | Tissue dissociation and single cell preparations (detailed information supplied in Methods section) |
| Instrument                | BD FACS Aria and MACSQuant Analyzer 16                                                              |
| Software                  | FlowJo                                                                                              |
| Cell population abundance | B cells                                                                                             |
| Gating strategy           | Gating is provided in Extended Data Figures S3A, B.                                                 |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

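RNA-seq was performed by the authors on B cells purified from PP of 6 sham controls and 6 stroke mice 18 h after surgery. The time after surgery is taken from the paper. The sample labels give the group and a replicate number from 1 to 6 for each mouse, and each column of the deposited table is named as the description of its sample. The values of the paper's source data lists were equal to the table's values within a relative difference of 4.8e-06.

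According to the methods, the authors checked the reads with FastQC 0.11.9, trimmed them with Trimmomatic 0.39, quantified transcripts with kallisto 0.48.0 against Ensembl release 102 and tested genes with the Wald test of sleuth 0.30.0 in R 4.1.2, at p under 0.05. The authors removed transcripts below 1 TPM across all samples before their test. The deposited values are an expression signal per gene that is labelled as normalized TPM, and the columns sum to between 559570 and 1404340. The design of the tests assumed plain TPM. Because the sums differ, the values were treated as a signal and tested on the log scale as for TPM, and rescaling each sample to the same total was added as an alternative. The files give no read counts, so the sequencing depth of each mouse is unknown and no interval for counting error can be given.

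From the table, log2(value + 0.5) was computed, and the 12590 genes with a value of at least 1 in every mouse were tested with limma 3.58.1 in R 4.3.3, without a block and with Benjamini-Hochberg adjustment. The pseudocount of 0.5 is the default of sleuth. Because the mice of the 2 groups carry the same replicate numbers in the sample labels, the limma tests, the Fisher's exact tests and the comparisons of PC scores, set means, marker scores and mitochondrial genes were repeated with the number as a block. Scores and means were then compared by an exact sign-flip test of the differences between same-numbered mice. The limma camera tests were run without the block. The labels do not say what the numbers stand for. PCA was computed on centred genes. Single values were compared with exact two-sided permutation tests over all assignments of the mice to groups of 6, and relations between scores with 100000 permutations. Gene sets were tested with one-sided Fisher's exact tests on the genes called at an unadjusted p under 0.05, with limma camera at a fixed correlation of 0.01 and with exact permutation tests of set means. The Reactome sets came with fgsea 1.28.0. Gene Ontology terms were not used here.

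The genes named are all those the text of the paper names for these data, all others labelled in Fig. 3c, the 5 genes with the smallest p in each direction among those whose groups do not overlap, the immunoglobulin constant genes with Jchain, and genes of the marker lists. Some genes of this rule are not reported here. Genes named outside the rule are marked as chosen after their values were seen. Gene coordinates come from GENCODE mouse release M21 on GRCm38, the build of the methods, in which 35869 of the 36175 gene identifiers were found.

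Scores of 13 marker lists were computed as the mean log2 value of their genes. The limma test was tested on simulated data with the real genes' means. Of 200 genes changed by 1.5 on the log2 scale, 177 were recovered at an adjusted p under 0.05, and 9 of the 12390 unchanged genes were called. With no gene changed, 616 of 12590 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. The simulated genes varied independently, whereas PC1 took 44.6% of the variance of the real genes. The planted change also exceeds those of Ccnd3 (0.82) and Sik1 (1.00). The recovery is therefore no estimate of the power for the real changes. The alternatives tried were other pseudocounts, other filters on low values, median-of-ratios scaling and quantile normalization. Others were removal of immunoglobulin genes with rescaling to the same total, a replicate block, marker scores as covariates and sample quality weights. An intensity trend, removal of length and GC trends, and leaving out each mouse in turn were also tried. No mouse was left out of the reported values.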

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

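Each measure was examined within each group of 6 mice for a mouse whose gap to its nearest neighbour was large relative to the range of the group, on the log2 scale for genes. Of 134 groups examined, 17 held such a mouse, compared with 6.7 expected by chance. The tests of explanations for individual mice below were chosen after these values had been seen.

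Stroke mouse 5 accounted for 8 of the 17. It had the highest PC2 score, 46.6, with a gap of 0.797 of the group's range. Its gap was 0.862 for the lowest B cell score (7.39), 0.652 for the lowest naive follicular B cell score (6.19), 0.822 for the lowest Fcer2a, 0.699 for the lowest Ighd, 0.637 for the lowest Acadsb, 0.716 for the highest Bmf and 0.729 for the highest Bcl2l11. RNA of other cell types is a candidate explanation for the low B cell scores. The T cell score of this mouse, 2.60, and its epithelial score, 1.70, lay within the range of the other stroke mice, and its plasma cell score, 4.56, and myeloid score, 2.63, lay below it. None of these 4 cell types was therefore raised. Each sample was also rescaled to the same total. The B cell score of this mouse, 7.69, then still lay below the range of 7.98 to 8.32 of the other stroke mice. Before rescaling, its score was 7.39 beside 8.01 to 8.10 in the others, so the distance became smaller. The scaling of the samples may therefore account for part of the low B cell score, but not for all of it. Sequencing depth is unknown, and a stronger response to stroke in this mouse could not be tested with a single animal.

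Sham control 6 had the lowest Igha, Ighg2b, Jchain and Bcl10 values of the sham controls, with gaps of 0.743, 0.772, 0.706 and 0.749. Rescaled to the same total, its Igha value was 336, below the range of 1081 to 1895 in the other sham controls, so the scaling does not account for it. Its plasma cell score without Jchain, 4.47, lay below the range of 4.83 to 5.29, and its score of olfactory and vomeronasal receptor genes lay above the other sham controls at 1.82. Fewer plasma cells and a larger share of RNA or DNA other than mature mRNA may both contribute and could not be told apart. The mouse was not treated differently in the paper, and no biological explanation was tested.

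Stroke mouse 6 had values above 0 for 30060 genes, with a gap of 0.648. Its olfactory and vomeronasal receptor score of 1.86 lay above the range of 1.44 to 1.72 in the other stroke mice. RNA or DNA other than mature mRNA is a candidate explanation, and a deeper library cannot be told apart from it because the depth is unknown.

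The remaining 4 gaps concerned single genes. They were 0.792 for the lowest Tnfrsf23 in sham control 2, 0.655 for the highest Acadsb in sham control 5, 0.665 for the lowest Fcer2a in sham control 1 and 0.642 for the highest Mki67 in sham control 5. No explanation was tested for them.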

How the results depend on the processing

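The main settings and most alternatives were fixed before the data were examined. Rescaling to the same total, removal of length and GC trends, the epithelial and the olfactory and vomeronasal receptor scores as covariates, PCA on selected genes, the permutation test of set means, the sign-flip tests of set means and PC scores and the replicate block together with the removal of length and GC trends were chosen after the data had been seen.

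The number of genes at an unadjusted p under 0.05, 557 higher and 213 lower, moved by more than 1.5 times under several alternatives. Without a filter on low values, 1418 were higher and 350 lower. With sample quality weights, 866 were higher and 703 lower. Quantile normalization gave 327 lower genes, the replicate block 404 and the epithelial covariate 124. Without immunoglobulin genes and with rescaling to the same total, 346 were higher and 70 lower, and that rescaling alone gave 343 and 73. The last counts sum to 416 in each case, fewer than the means of 617 and 623 expected by chance, which give no spread. Both rescalings moved the median log2 fold change of all genes to 0.12, from 0.0069. Rescaling alone gave nearly the same counts, so the removal of immunoglobulin genes added little. Across the fits that each left out 1 mouse, the higher genes numbered from 395 to 936 and the lower genes from 146 to 1162. The largest numbers came without sham control 6. Higher genes were 72.3% of the calls and 53.6% after quantile normalization. They were 83.2% without immunoglobulin genes and with rescaling, and 82.5% with rescaling alone. The share was 61.7% after removal of length and GC trends, 55.2% with quality weights and 44.6% without sham control 6. Apart from the rescaling, the causes of these shifts were not tested.

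The count of genes with an adjusted p under 0.05, and of those with a 2-fold change as well, was 0 and became 1 with a filter on the mean value (Gm9406, named after its value was seen). Leaving out a mouse gave from 0 to 1 genes for both counts, the latter without sham control 1 (Ston1, likewise). At an unadjusted p under 0.05, 770 genes were called. The replicate block gave 0 genes, with 1174 at an unadjusted p under 0.05. Because same-numbered mice deviated together (mean correlation 0.218), both fits are given.

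The PC1 share of 44.6% became 33.9% without a filter, 33.8% with genes scaled to unit variance and 59.2% with the 500 most variable genes. It became 56.0% without immunoglobulin genes and with rescaling to the same total, and 55.2% with that rescaling alone. The group difference on PC1 had p from 0.219 to 0.364 under the 12 alternatives that used all mice and did not select genes by group (exact permutation test), the former with the replicate block, and from 0.0346 to 0.571 with a mouse left out, the former without sham control 6. It fell to 0.0022 on the called genes and on the paper's lists, which were selected for the difference. The causes were not tested beyond that selection.

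Cholesterol biosynthesis had an adjusted p of 0.0161, and from 7.42e-06 to 1 over its alternatives. It lost significance with a filter on the mean value (0.185), without a filter (0.0959), with the T cell covariate (0.114), the epithelial covariate (1) or the olfactory and vomeronasal receptor covariate (1), with genes called at p under 0.01 (0.776) and with the permutation test of the set mean (0.454). With the replicate block the latter gave 0.352, but that test of 6 pairs shows no loss, since no set could pass unless 10 of the 15 sets had the smallest p of 0.0312. Leaving out each mouse gave from 0.00014 to 1. The set lost significance without sham control 1, 2, 4 or 5, or without stroke mouse 1, 4, 5 or 6, and kept it without each other mouse. With limma camera, cholesterol biosynthesis had an adjusted p of 7.42e-06, and mitochondrial translation (0.0124), mitochondrial ribosomal proteins (0.0282) and complex I (0.0172) passed the threshold as well. Respiratory electron transport, with an adjusted p of 1 in the lower direction, instead passed in the higher direction with the replicate block (1 for lower and 0.0359 for higher), the replicate block with length and GC trends removed (1 and 0.0203) and the T cell covariate (1 and 0.0417). Leaving out each mouse gave from 0.0193 to 1 for the lower direction, and without sham control 5 the set passed in the higher direction (0.0112). Phospholipid metabolism passed (0.0203) with the replicate block and length and GC trends removed together, but not with either alone (0.328 and 0.176). The sets the paper reports as higher had adjusted p of 0.236 or more under all alternatives run. The causes were not tested.

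All genes named by the text and Fig. 3c of the paper kept their direction under every alternative and with each mouse left out. Genes that reversed had small differences. With the epithelial covariate, the log2 difference became 0.39 for Igha, 0.059 for Ighm, 0.32 for Ighg2b and 0.34 for Jchain. With the olfactory and vomeronasal receptor covariate it became 0.47, 0.15, 0.49 and 0.47. Ighg1 became -0.012 with the T cell covariate and -0.24 with quality weights, and Ighg2b became 0.075 after quantile normalization and 0.077 after rescaling. With each mouse left out, Igha ranged from -0.74 to 0.013, Ighg1 from -0.30 to 0.24 and Ighg2b from -0.45 to 0.16. The FOXO target score difference became 0.051 without immunoglobulin genes and with rescaling to the same total. That setting moved the median log2 fold change of all genes to 0.12, from 0.0069. Leaving out each mouse moved the score differences from -0.19 to 0.014 for FOXO targets, from -0.035 to 0.25 for T cells, from -0.34 to 0.057 for myeloid cells, from -0.062 to 0.38 for the glucocorticoid response, from -0.064 to 0.17 for the interferon response and from -0.045 to 0.059 for p53 targets. The causes were not tested. The unknown depth limits what can be said of genes with low values.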

Differences from the paper's values

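The paper's text gives 447 genes higher and 198 lower at an adjusted p under 0.05 and at least a 2-fold change. The test used here gave 0 and 0 genes by these criteria, with 557 and 213 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap for either direction; the largest number was 1 higher gene, with a filter on the mean value or without sham control 1. In the reported fit, without a block, the counts of the text lie within 1.5 times of the counts at an unadjusted p under 0.05, which is the criterion in the legend of Fig. 3c and in the methods. Among the alternatives set before the data were examined, they do not with the replicate block (770 and 404) or without a filter on low values (1418 and 350). They also do not with sample quality weights (866 and 703) or without sham control 6 (936 and 1162). The count of lower genes does not after quantile normalization (327) or without stroke mouse 1 (301). Nor does it without immunoglobulin genes and with rescaling to the same total (70).

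The paper's source data give 7 higher genes and 1 lower gene an adjusted value under 0.05. Here 0 higher and 0 lower genes had an adjusted p under 0.05, beside 557 and 213 at an unadjusted p under 0.05. The 8 genes are Adssl1, Gkap1, Sik1, Ptpn22, Ccnd3, Ppp1r21, Apobec1 and Ankrd37, and their adjusted p here lay between 0.468 for Ccnd3 and 0.549 for Apobec1. None of the alternatives set before the data were examined closed the gap. The genes called under 2 of them, Gm9406 and Ston1, are not among the 8.

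The paper states that the groups clustered separately on PC1. In the PCA of all genes they overlapped, with an exact permutation p of 0.342. They did not overlap on the genes of the paper's lists or on the genes called here, both chosen after seeing the values, with an exact permutation p of 0.0022. Without sham control 6 they still overlapped on all genes, with an exact permutation p of 0.0346.

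The paper states that Bcl2 was higher. Its log2 fold change here was 0.12, with an exact permutation p of 0.245. The paper states enrichment of chromatin, replication and repair processes among the higher genes, and here none of these sets had more called genes than expected. The paper states that mitochondrial, ribosome biogenesis and Golgi processes were lower. Here the Fisher's exact tests of these sets had adjusted p of 0.365 or more, and with limma camera mitochondrial translation had an adjusted p of 0.0124, the mitochondrial ribosomal proteins 0.0282 and complex I 0.0172. Without sham control 6, respiratory electron transport had an adjusted p of 0.0193 in the lower direction. The paper states that metabolic processes were lower. Here cholesterol biosynthesis was lower as well in the tests of genes. Its adjusted p was 0.0161 in the Fisher's exact test and 7.42e-06 with limma camera. With mice as the unit, its adjusted p was 0.454 (exact permutation test of the set mean). The result of the Fisher's exact test was lost with the epithelial covariate and when any of several mice was left out. Nucleotide metabolism had an adjusted p of 1 in the Fisher's exact test and of 0.343 with limma camera. Phospholipid metabolism had an adjusted p of 0.974 and of 0.15, and in the Fisher's exact test of 0.0203 with the replicate block and length and GC trends removed, a setting chosen after seeing the values. The sets used here are not the Gene Ontology terms of the paper.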

Other observations

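The tests of other splits of the mice and of the marker lists were set beforehand. The splits in the fit with the replicate block and the tests of PC1, of the cholesterol genes, of the PCA on selected genes and of the mitochondrial genome were chosen after the results had been seen.

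The 12 mice can be split in 32 ways that part every same-numbered pair, the real split included. As many higher genes at an unadjusted p under 0.05 occurred in 4 of the 32 splits and as many lower genes in 18. The total of 770 called genes was reached by 3 of the 32, with a range of 160 to 1092 and a median of 349. In 100 splits drawn from all 462, which mostly do not part every pair, 18, 60 and 23 were as large. For the counts at an adjusted p under 0.05, with or without a 2-fold change, 32 of 32 splits were as large, because the real count was 0. In the fit with the replicate number as a block, which called 1174 genes, the total was reached by 4 of the 32 splits, with a range of 198 to 2263 and a median of 424.5, and as many higher and lower genes occurred in 6 and 11. The number of called genes is therefore not distinguished from that of a chance division of these mice in either fit.

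The same splits were used for the gene sets, in either direction and without the block. An enrichment as strong occurred in 1 of 32 splits for ribosome biogenesis, 4 for cholesterol biosynthesis, 4 for phospholipid metabolism, 10 for Golgi transport, 11 for mRNA splicing, 11 for mitochondrial protein import, 12 for respiratory electron transport, 13 for mitochondrial ribosomal proteins, 15 for trans-Golgi budding, 19 for mitochondrial translation, 22 for chromatin organization and 28 for DNA repair. It occurred in 32 of 32 for DNA replication, nucleotide metabolism and complex I. In the fit with the block, it occurred in 1 of 32 for ribosome biogenesis, 2 for phospholipid metabolism and 4 for cholesterol biosynthesis, and in 8 or more for the other sets. Ribosome biogenesis is thus the set least often matched by another split, although its adjusted p of 0.365 fails the correction and its mean was lower, with a difference of -0.050 on the log2 scale.

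The separation of the groups in Fig. 3b may follow from the choice of genes by their group difference. Of 31 splits that mix sham controls and stroke mice, 87.1% also separated completely on PC1 of their own called genes, with a PC1 share from 42.2% to 70.9%, beside 50.2% for the real split. Separation on such genes is therefore not informative about the groups, while the PCA of all genes does not select genes by group.

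Sham control 6 lay beyond the range of the other sham controls on PC1 of all genes by 1.53 times that range. After removal of length and GC trends it was 1.46 times, and after rescaling to the same total 1.26 times, so neither accounts for it. Across the 12 mice, 15 scores were related to PC1. Spearman's rho was -0.93 for cytosolic ribosomal protein genes, -0.923 for the plasma cell list, 0.881 for olfactory and vomeronasal receptor genes and -0.86 for the epithelial list (permutation p = 6e-05, 9e-05, 0.00037 and 0.00069, adjusted p = 0.000675, 0.000675, 0.00139 and 0.00207). Pearson's r was -0.962, -0.914, 0.894 and -0.873 (permutation p = 1e-05, the smallest the permutations can give, 2e-05, 1e-04 and 0.00025). Without the 2 mice farthest from the median of each score r was -0.942, -0.835, 0.933 and -0.842, and within the sham controls and stroke mice it kept its sign. The immediate response to the B cell receptor and the FOXO targets were related to PC1 as well, with rho of -0.881 and -0.832 (permutation p = 3e-04 and 0.00133, adjusted p = 0.00139 and 0.00332) and r of -0.864 and -0.877 (permutation p = 0.00027 and 0.00016), and -0.804 and -0.74 without the 2 mice farthest from the median. All scores other than those of T cells, germinal centre B cells, myeloid cells and the glucocorticoid response had an adjusted p under 0.05 for rho. The relations do not tell these scores apart. A difference in cell composition or RNA quality between preparations could contribute to PC1 and cannot be told apart from a difference in the activity of the B cells.

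Lower cholesterol biosynthesis in stroke mice was tested against technical explanations. After removal of length and GC trends the adjusted p was 0.000442, and 0.0135 in the fit with the replicate block. The removal lowered the share of higher genes among all calls from 72.3% to 61.7%, while the difference of the set mean relative to all genes was -0.36 before and after it, so these trends do not fully account for the lower values. After rescaling the adjusted p was 1.08e-05, but a factor common to all genes of a mouse hardly moves a mean relative to all genes (-0.38), so that rescaling does not settle whether the scaling contributes. With the epithelial score or the olfactory and vomeronasal receptor score as a covariate it was 1 in each case, so RNA of epithelial cells, or RNA or DNA other than mature mRNA, may explain the shift, and it cannot be told apart from them. The epithelial score was 4.22 ± 2.07 (SD, n = 6) in sham controls and 2.83 ± 1.71 (SD, n = 6) in stroke mice. Epcam was at 70.2 ± 73.4 (SD, n = 6) and 18.2 ± 20.5 (SD, n = 6), below the sham mean in 6 of 6 stroke mice. The methods, by contrast, describe the cells as nearly pure B cells after the CD45 step.

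Marker lists were compared between the groups as explanations for the expression differences, and none passed an adjusted p of 0.05 (exact two-sided permutation tests, n = 6 per group, adjusted over 13 lists). The p was 0.0671 for naive follicular B cells, 0.136 for B cells, 0.143 for the immediate response to the B cell receptor, 0.229 for epithelial cells, 0.405 for endothelial and stromal cells, 0.511 for germinal centre B cells, 0.52 for plasma cells, 0.626 for the glucocorticoid response, 0.719 for myeloid cells, 0.719 for FOXO targets, 0.732 for T cells, 0.896 for p53 targets and 0.913 for the interferon response. The naive list differed by -0.34, the B cell receptor list by -0.38 and the epithelial list by -1.40 on the log2 scale, at the percentiles 1.15, 0.17 and 0 of 10000 random lists matched on expression. The germinal centre list lay at percentile 98.7. With the replicate block, the adjusted p over the lists was 0.609 or more, but 6 pairs cannot give an adjusted p under 0.05 unless 9 of the 13 lists have the smallest p.

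Transcripts of IgA, which the paper measures as protein, were not distinguishable between the groups in these residual B cells. Igha was at 1247 ± 605 (SD, n = 6) in sham controls and 986 ± 562 (SD, n = 6) in stroke mice (exact permutation p = 0.682), and Jchain at 585 ± 309 (SD, n = 6) and 426 ± 184 (SD, n = 6) (exact permutation p = 0.667).

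The 13 protein-coding genes of the mitochondrial genome were higher by 0.44 on the log2 scale in stroke mice, with 11 of 13 genes higher and 6 of 6 stroke mice above the sham mean (exact permutation p = 0.0693, and 0.0312 with the replicate number as a block, which is the smallest p that 6 pairs allow). Relative to all genes the difference was 0.43, and 0.53 after quantile normalization and 0.40 after removal of length and GC trends. Of the 64 nuclear genes of respiratory electron transport, 56 were lower, and the mean log2 fold change of the 64 was -0.17 (exact permutation p = 0.517, and 0.406 with the block). The difference between both groups of genes was 0.61, above the sham mean in 6 of 6 stroke mice (exact permutation p = 0.115, and 0.0625 with the block). The paper does not report this contrast.

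The genes with the smallest p among those without overlap, beyond the ones the paper labels, were Gm20637 and Slc25a53, higher by 0.77 and 0.67 on the log2 scale, and Higd1a, Gm8774, BC035044 and Trmt11, at -0.64, -0.73, -0.61 and -0.42. Gm20637 and Gm8774 are processed pseudogenes, whose reads can be shared with their parent genes, and Gm8774 lies within BC035044 on the opposite strand of chromosome 6, so these values are uncertain.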
